# Analysis of mRNA abundance for histone variants, histone- and DNA-modifiers in bovine *in vivo* and *in vitro* oocytes and embryos

**DOI:** 10.1038/s41598-018-38083-4

**Published:** 2019-02-04

**Authors:** J. Duan, L. Zhu, H. Dong, X. Zheng, Z. Jiang, J. Chen, X. C. Tian

## Abstract

Transcript abundance of histone variants, modifiers of histone and DNA in bovine *in vivo* oocytes and embryos were measured as mean transcripts per million (TPM). Six of 14 annotated histone variants, 8 of 52 histone methyl-transferases, 5 of 29 histone de-methylases, 5 of 20 acetyl-transferases, 5 of 19 de-acetylases, 1 of 4 DNA methyl-transferases and 0 of 3 DNA de-methylases were abundant (TPM >50) in at least one stage studied. Overall, oocytes and embryos contained more varieties of mRNAs for histone modification than for DNA. Three expression patterns were identified for histone modifiers: (1) transcription before embryonic genome activation (EGA) and down-regulated thereafter such as *PRMT1*; (2) low in oocytes but transiently increased for EGA such as *EZH2*; (3) high in oocytes but decreased by EGA such as *SETD3*. These expression patterns were altered by *in vitro* culture. Additionally, the presence of mRNAs for the TET enzymes throughout pre-implantation development suggests persistent de-methylation. Together, although DNA methylation changes are well-recognized, the first and second orders of significance in epigenetic changes by *in vivo* embryos may be histone variant replacements and modifications of histones.

## Introduction

The basic unit of chromatin, the nucleosome, consists of the histone octamer wrapped by 147 bp of DNA. In eukaryotes, the histone octamer is comprised of two of each core histone proteins (H2A, H2B, H3 and H4). Nucleosomes are further packaged and stabilized by linker DNA and linker histone proteins (H1/H5)^1^.

During cell division, the continuous demand for histone proteins to package newly replicated DNA is satisfied by newly synthesized histones and those recycled from the parental cells^2^. The production of histones is either replication-dependent or independent. Canonical histones are expressed only during the S phase of the cell cycle and their incorporation into chromatin is tightly coordinated with DNA replication^2^. Instead of the poly(A) tails providing stability, their transcripts contain a 3′ end stem-loop structure which contributes to their stability^3,4^. Replication-independent histones, however, are transcribed throughout the cell cycle and their incorporation into nucleosomes is independent of DNA synthesis^5^. These histones are also known as replacement histone variants and are translated from polyadenylated mRNAs. These mRNAs may originally contain introns before fully maturing, and in some cases, undergo alternative splicing which allows them to encode distinct isoforms^6,7^. In mammals, most histones have multiple variants. However, to date, no replacement variants have been identified for H4^8^. H2B is yet another histone variant that is understudied, and no bovine histone H2B variant has been annotated so far.

In mice, sperm replace histones with protamine in order for the DNA to be densely compacted. After fertilization, the male pronucleus undergoes protamine-to-histone exchange through the incorporation of maternal histone variants, mainly H3.3, an H3 variant^9^. The resulting pre-implantation embryos undergo even further and more dynamic changes in chromatin composition as a result of replacement by other histone variants^10,11^. These observations were consistent with findings from mouse somatic cell nuclear transfer (SCNT) studies, which reported rapid replacement of H2A and H3 histones of the donor cells by oocyte-stored H2AFX and H3 variants, respectively^12^. Together, these mouse studies demonstrated that the incorporation of oocyte-stored histone variants into the genome of donor somatic cells or sperm is essential for modulating chromatin structures and gene expression of the newly formed embryos.

Embryonic genome activation (EGA) is the process during which the embryonic genome is actively transcribed^13,14^. Both the timing of EGA and proper activation of specific genes are essential to embryonic development. The timing of EGA is very different among mammalian species and is usually correlated to the speed of embryonic development^14^. For example, EGA occurs at the 2-cell stage in mice^15^ and between 4–8 cell stage in humans^16^. Although EGA in bovine *in vitro* embryos occurs between the 8–16 cell stage^17^, *in vivo* embryos actively transcribe their genome between the 4–8 cell stage^18,19^.

Gene expression changes are also profoundly regulated by post-translational modifications of histones, such as acetylation, methylation, phosphorylation, ubiquitylation, sumoylation and ADP-ribosylation^20^. Among these, acetylation and methylation of lysine residues by acetyl-transferases and methyl-transferases, respectively, are the most studied modifications. These modifications could also be reversed by de-acetylases and de-methylases^21,22^. DNA methylation is another mechanism of transcription regulation. It has recently been reported that maternal stored nuclear reprogramming factors, such as DNA de-methylation enzymes by oxidation, ten-eleven translocation 3 (*TET3*), along with histone variants and histone post-translational modification enzymes, contribute to embryonic genome activation and embryonic totipotency^23^.

The roles of histone variants and histone/DNA modifications during pre-implantation development has been a major field of research^5,8,24^. Previous studies employing semi-quantitative real time-PCR revealed altered expression patterns of histone and DNA modifying enzymes in bovine oocytes and embryos from assisted reproductive technologies, such as *in vitro* fertilization and SCNT^25,26^. However, a comprehensive profile of these important epigenetic regulators from bovine *in vivo* embryos has not been published. Here, we report data-mining results from an RNA-Seq study of bovine *in vivo* produced oocytes and pre-implantation embryos^18^. We document distinct waves of changes in mRNAs for histone variants as well as histone/DNA modifying enzymes. Although there have been widely recognized DNA methylation dynamics in early embryos, we found much higher levels as well as more varieties of mRNAs for histone variants and for the modification of histones than for DNA, suggesting a bigger/more important roles of histone modifications in pre-implantation embryonic development. Moreover, we also compared the differences of these transcripts between *in vivo* and *in vitro* produced embryos and identified alterations of genes expression by *in vitro* culture.

## Results

### Registry of mRNAs for Histone Variants, and Histone/DNA Modifying Enzymes

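The deposited data hold single oocytes and single embryos developed in vivo at 8 stages, with 2 samples per stage: mature oocytes (MII), 2-, 4-, 8- and 16-cell embryos (2C to 16C), early morulae, which the paper calls 32-cell embryos (32C), compact morulae (CM) and blastocysts (BL). RNA of each sample was amplified and sequenced by the authors, who counted reads on 27393 loci and divided the counts of each sample by a size factor. The deposited values are those scaled counts, not divided by gene length. Every non-zero value was a whole multiple of the smallest value of its sample, so the number of reads on each locus could be recovered. Between 607672 and 3379426 reads per sample were recovered. A locus with 3 reads, the smallest number taken as detectable, had between 0.888 and 4.94 CPM (counts divided by the total of the sample, in units of 1e6) depending on the sample. Levels below are given in CPM of the recovered reads as mean ± SD (n = 2), because no gene lengths were available to compute TPM. Differences between stages were tested by limma on log2(deposited value + 1) with Benjamini-Hochberg adjustment, so that log2 fold changes of genes with few reads are understated. Of the 136 genes in Tables S1 to S6, 126 were found in the deposited data, and loci are named by the identifiers given there.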

A summary of mRNAs for replication-independent histone variants, histone/DNA modifying enzymes that have been annotated in the bovine as well as those that were detected in bovine oocytes and pre-implantation embryos is shown in Table 1. The mRNAs for a total of 116 out of the 141 annotated genes were detected (mean TPM >1). 

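In the deposited data, 108 of the 126 listed genes that could be found had a mean above 1 CPM in at least 1 stage. These were 13 of 14 histone variants, 37 of 43 histone methyltransferases, 22 of 24 demethylases, 17 of 20 acetyltransferases, 14 of 18 deacetylases, 2 of 4 DNA methyltransferases and 3 of 3 TET genes. The threshold of 1 CPM lies below 3 reads in most samples, so genes close to it could not be told apart from genes without transcripts at this depth. Of the genes not detected, 7 lie in a run of 2578 consecutive loci that are all listed at 0. Requiring both replicates of a stage to pass the threshold left 104 genes, and a mean over all 8 stages above it left 99.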

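Counted in CPM, the detection threshold was passed by 90 of the 105 histone modifiers found in the deposited data and by 5 of the 7 DNA modifiers.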

Epigenetic regulations in early development via histone variants (10 variants) and histone modification (100 enzymes) were more diverse than via DNA modifications (6 enzymes; Table 1). 

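A mean above 50 CPM in at least 1 stage was reached by 44 of the 108 detected genes, or 40.7%. Among them were 8 histone variants, 12 histone methyltransferases, 8 demethylases, 8 acetyltransferases, 3 deacetylases, 2 DNA methyltransferases and 3 TET genes. The alternative that moved this number most was a mean over all stages above the threshold, which 25 genes passed.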

Among the 116 detected transcripts, the mRNAs for 30 different epigenetic modifiers (or 25.9%, 30/116) were abundant (Mean TPM >50) in at least one of the stages examined. Although more histone methylation modifiers were detected (64 out of 116), only 20.3% (13/64) were abundantly expressed. On the other hand, higher detection percentage of histone acetylation modifiers (10/36 or 27.8%) were abundant. It is also worth-noting that one-third of mRNAs detection for histone variants were at extremely high levels (TPM >1,000), while none of the histone/DNA modifiers reached such levels. 

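In CPM, 59 genes for histone methylation and demethylation were detected, and 20 of them, or 33.9%, exceeded 50 CPM in at least 1 stage. For histone acetylation and deacetylation, 11 of 31 detected genes, or 35.5%, did so.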

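Means above 1000 CPM were reached by 1 histone variant, H1FOO (XLOC_037459), and by 4 modifiers. PRDM2 (XLOC_019529) was highest in MII oocytes at 1972 ± 430.2 CPM. SETDB1 (XLOC_050804) also had its highest level in MII oocytes, at 1409 ± 21.4 CPM. H3F3A and H3F3B stayed below this level at every stage. Their highest means were 180 and 519 CPM, where the paper's highest means are 11879.3 and 4987.6 TPM. The rule for reads that match several places is not known, so uncounted reads of H3F3A and H3F3B cannot be excluded. CPM is not divided by gene length, so these levels rank genes by reads and not by molecules. In 16-cell embryos KDM4A (XLOC_050465) reached 2601 ± 473 CPM and TET1 (XLOC_047468) 3313 ± 312 CPM.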

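The reads of each class were also summed within each sample over the listed genes. Before EGA (MII, 2C and 4C; 6 samples), the 14 histone variants together held 5366 ± 2885 CPM, the 105 histone modifiers 4295 ± 865 CPM and the 7 DNA modifiers 251 ± 36.1 CPM (mean ± SD). In the 10 samples from the 8-cell stage on, the sums were 938 ± 538, 6503 ± 1629 and 2711 ± 826 CPM. Across all 16 samples, the mean log2 ratio of histone variants to histone modifiers was -1.77, with the variants higher in 4 samples (two-sided permutation test of the signs, p = 0.00217, adjusted p = 0.00433 over 4 comparisons). Histone modifiers exceeded DNA modifiers in 16 of 16 samples, by a mean log2 ratio of 2.34 (two-sided permutation test of the signs, p = 3.1e-05, adjusted p = 1.2e-04). For histone variants against DNA modifiers the mean log2 ratio was 4.26 before EGA and -1.64 after it. Over all 16 samples it was 0.57 (adjusted p = 0.464, same permutation test). That mean averages opposite signs, so the test does not rank these classes. The sum of the variants would be too low if reads of H3F3A and H3F3B went uncounted, which could not be checked. The ranking depended on how a class was summarised. As a mean per listed gene, the log2 ratio of variants to modifiers was 1.14. In the same setting the ratio of histone to DNA modifiers reversed to -1.57, with histone modifiers higher in 4 of 16 samples (adjusted p = 0.00671, same permutation test). Before EGA most reads of the variants lay on H1FOO, and most reads of the DNA modifiers after EGA on TET1. Without the highest gene of each class, the log2 ratio of variants to modifiers was -3.20.

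**Figure D1:**
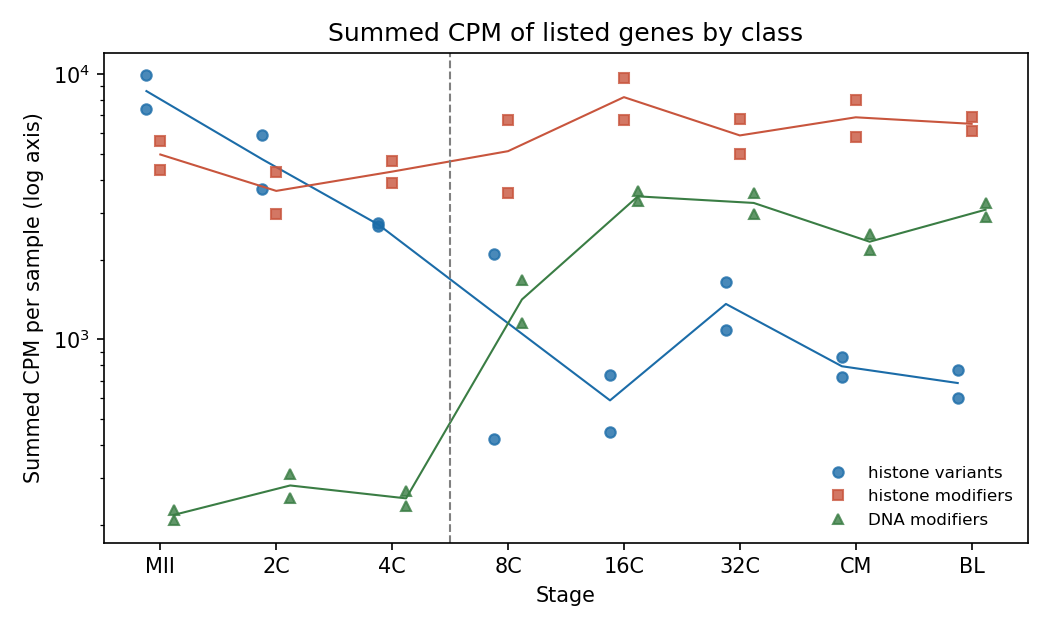
Summed CPM of the listed genes of each class in each sample (points) and the mean of the 2 samples of a stage (lines), on a log axis, by stage. The dashed line marks EGA; the sum of the DNA modifiers rose from 252 CPM in 4-cell to 1414 CPM in 8-cell embryos.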

Together, these observations showed that in pre-implantation development, epigenetic changes may occur mainly through histone variant replacements, secondly, histone modifications, and lastly, DNA modifications.

**Table 1:** Registry of mRNAs for histone variants, and histone/DNA modifying enzymes during bovine early embryogenesis.

mRNA	# Annotated in bovine	# (%) Detected (TPM > 1)	# (%) Abundant (TPM > 50)	# (%) Highly abundant (TPM > 1,000)
Histone variants	14	10 (71.4)	6 (60.0)	3 (30.0)
Histone modifiers				
Histone methyl-transferases	52	40 (76.9)	8 (20.0)	0
Histone de-methylases	29	24 (82.8)	5 (20.8)	0
Histone acetyl-transferases	20	19 (95.0)	5 (26.3)	0
Histone de-acetylases	19	17 (89.5)	5 (29.4)	0
DNA modifiers				
DNA methyl-transferases	4	3 (75)	1 (33.3)	0
DNA de-methylation by oxidation	3	3 (100)	0	0
Total	141	116 (82.3)	30 (25.9)	3 (2.6)

### Abundance of mRNAs for histone variants

Among those annotated, the transcripts for only one bovine linker histone variants, *H1FOO*, were detected. At a TPM value of 1,872.3 (Fig. 1A), this oocyte-specific linker H1 was among the most abundant mRNAs in oocytes. *H1FOO* transcripts dropped dramatically after fertilization and after the 8-cell stage were barely detectable, presumably due to RNA degradation and lack of new transcription. Together, these data showed that it took as few as 3 rounds of cell divisions, or 2 days, for complete degradation of a large amount of transcripts in early embryos. 

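H1FOO held 8400.2 ± 1859.7 CPM in MII oocytes, 4475 ± 1465 CPM in 2-cell and 2481 ± 88.4 CPM in 4-cell embryos. The 8-cell embryos differed from each other, with 21.0 CPM in replicate 1 and 1347 CPM in replicate 2. From the 16-cell stage on, means lay between 2.94 CPM in blastocysts and 20.9 CPM in compact morulae. The log2 change from before to after EGA was -8.66 (standard error 0.94, adjusted p = 7.7e-08 from limma). From MII to the 2-cell stage the log2 change was -1.82 (standard error 1.15, adjusted p = 0.467 from limma), which did not pass the threshold, although both MII samples lay above both 2-cell samples.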

Coincidentally, this is also the timing for bovine EGA^18,19^ in embryos developed *in vivo*. It is possible that H1FOO depletion facilitates the opening of the embryonic chromatin. In contrast, there was no detection of mRNA for other linker histone variants, such as *H1F0*, the testis-specific *H1FNT* or the somatic-specific *H1FX*, in all samples/stages.

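H1F0 (XLOC_057048) had reads in 13 of 16 samples, 87 in all, and its highest mean was 18.3 ± 22.7 CPM at the 32-cell stage, where the replicates held 34.3 and 2.21 CPM. No stage effect was found for it (adjusted p = 0.163 from limma). H1FX (XLOC_037767) had 9 reads in 6 samples, with no more than 3 in any sample. H1FNT (XLOC_057324) is listed at 0 in every sample.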

**Figure 1:**
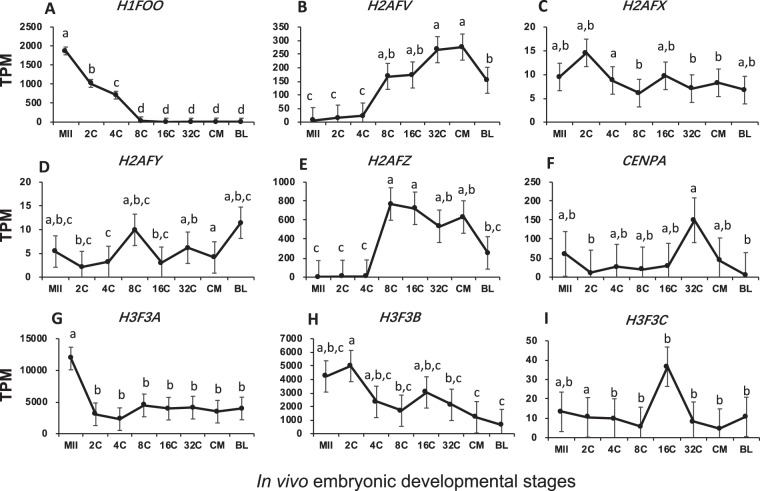
Transcript abundance of bovine histone variants during *in vivo* preimplantation development (Mean ± SEM). MII = mature oocytes; 2C to 32C = 2- to 32-cell embryos; CM = compact morula; BL = blastocyst. Different letters above error bars indicate significant pair-wise differences.

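H2AFJ (XLOC_057626) had 18 reads over all samples, 12 of them in blastocyst replicate 1. H2AFX (XLOC_017461) ranged from 26.0 ± 4.57 CPM in MII oocytes to 116 ± 46.0 CPM in compact morulae, without a stage effect (adjusted p = 0.365 from limma). H2AFY (XLOC_064001) rose from 0.443 ± 0.627 CPM in MII oocytes to 62.5 ± 11.6 CPM in blastocysts. Its stage effect had an adjusted p of 2.9e-04 from limma, and the log2 change at EGA was 2.88 (standard error 0.51, adjusted p = 4.4e-05 from limma). H2AFY2 (XLOC_047315) had at most 21 reads per sample and was highest in blastocysts at 19.1 ± 2.13 CPM.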

Six H2A variants have been annotated in the bovine, the mRNA for five of them were detected: *H2AFJ* was barely present (Table S1), *H2AFX/Y* was maintained at low yet relatively constant levels across stages (Fig. 1C,D; P = 0.243, 0.167, respectively). In contrast, *H2AFV/Z* was abundant in at least one stage (Fig. 1B,E) and was either actively transcribed as a result of EGA between the 4- and 8-cell stages in bovine *in vivo* embryos. It was noteworthy that the mRNAs for *H2AFV* and *H2AFZ* were the most abundant among all detected H2 variants. *H2AFZ*, with a TPM value as high as 769.3 at the 8-cell stage (Table S1, Fig. 1E), averaged around 100X the level of the other H2 variants with the exception of *H2AFV*, suggesting its importance in post-EGA development.

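H2AFV (XLOC_053684) held 5.77 ± 2.27 CPM in 4-cell, 23.4 ± 5.05 CPM in 8-cell and 124 ± 17.8 CPM in 32-cell embryos, with a log2 change at EGA of 2.67 (standard error 0.40, adjusted p = 6.8e-06 from limma). H2AFZ (XLOC_060143) held 4.34 ± 5.16 CPM in 4-cell and 119.5 ± 74.5 CPM in 8-cell embryos, and its highest mean was 227 ± 104 CPM at the 32-cell stage. Its log2 change at EGA was 5.69 (standard error 0.47, adjusted p = 1.8e-09 from limma). In 8-cell embryos its log2 level lay 2.37 above the mean of the other stages (adjusted p = 0.039 from limma). Those stages include the ones before EGA, where the gene was low, so this does not mark a peak. Scaled by total reads the difference did not pass the threshold.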

For histone H3, there is the detection of four annotated variants, with high expression in three of them. Among the three H3 variants with high TPM values (i.e., *H3F3A*, *H3F3B* and *CENPA*), *H3F3A* was stored at extremely high levels in oocytes (~12,000 TPM, Fig. 1G) but decreases more than 3.8 times after fertilization. 

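H3F3A (XLOC_019393) held 10.6 ± 1.16 CPM in MII oocytes and 20.7 ± 15.1 CPM in 2-cell embryos, a difference within the spread of the replicates on the authors' scale (log2 change -0.13, standard error 0.57, adjusted p = 0.988 from limma). After EGA its mean was 109 ± 59.5 CPM over 10 samples, against 16.9 ± 8.40 CPM over the 6 samples before it. The log2 change was 2.09 (standard error 0.36, adjusted p = 3.4e-05 from limma). Uncounted reads of this gene, for which the paper gives far higher levels, cannot be excluded.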

During embryonic development its levels remained high at around 5,000 TPM. 

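For H3F3B (XLOC_027548), means ranged from 127 ± 21.8 CPM in 4-cell to 519 ± 239 CPM in 32-cell embryos, with 159.6 ± 64.5 CPM in MII oocytes. Neither a stage effect (adjusted p = 0.23 from limma) nor a change at EGA was found (log2 change 0.14, standard error 0.32, adjusted p = 0.71 from limma).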

*H3F3B* had an overall downward change across stages even though the oocytes contained large quantity of this transcript (Fig. 1H). Relative steady expression of the other abundant H3 variant, *CENPA*, along with *H3F3C*, was seen during early cleavage stages (p = 0.385, 0.180 respectively). They did, however, undergone a burst of expression at the 32- and 16- cell stages, respectively (Fig. 1F,I).

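CENPA (XLOC_007858) held between 12.1 and 39.2 CPM from MII to the 8-cell stage and 124 ± 40.3 CPM in 32-cell embryos. At the 32-cell stage its log2 level lay 1.56 (standard error 0.47, adjusted p = 0.036 from limma) above the mean of the other stages. H3F3C (XLOC_015154) was highest in 16-cell embryos, at 8.95 ± 8.29 CPM, but had 38 reads over all samples and at most 9 in any sample. It was too low for the model, and a permutation test of the one-way F on CPM gave p = 0.121 over the 8 stages.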

### Levels of transcripts for histone modifying enzymes

Based on the current bovine genome assembly and annotation, we generated a list of genes that post-translationally modify histones (Table S2–5). The mRNAs for the majority of these genes were detected (100/120) in our bovine RNA-Seq data (Table 1).

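Of the 9670 loci with enough reads for the model of 8 stages, 6449 had a stage effect at an adjusted p under 0.05, among them 59 of the 91 listed genes tested. Adjusted over the listed genes alone, the number was also 59. Of the 6910 loci tested before against after EGA, with the samples of a stage taken as independent, 2550 were higher and 2069 lower after EGA. Among 66 listed genes tested, 29 were higher and 12 lower, and 41 passed when adjusted over the listed genes alone. Between the 4- and 8-cell stages, 1711 of 9670 loci rose and 1849 fell, and between MII and the 2-cell stage 116 rose and 21 fell. The alternative that moved the EGA comparison most was leaving out the filter on low counts, which gave 7075 loci. The median log2 change of all tested loci at EGA was 0.23 on the authors' scale and 0.67 with each sample scaled to its total reads, so changes of single genes are to be read against that shift. The largest rises at EGA without overlap between the groups were those of LOC516378 (XLOC_030759), LOC100849231 (XLOC_063404) and the unnamed locus XLOC_075535. Their fitted changes were 10.37, 9.83 and 9.36 on this log2 scale. The last had at most 2 reads in any sample before EGA, so the size of its change depends on the pseudocount. The largest falls were those of NRG3 (XLOC_047369), ACCSL (XLOC_017789) and the unnamed locus XLOC_039617, with log2 changes of -9.60, -9.51 and -9.36. From the 4- to the 8-cell stage, LOC516378, LOC538435 and LOC100140788 rose most, by 9.87, 9.70 and 9.68, and CHL1, LOC536267 and CYBRD1 fell most. The locus of LOC536267 meant here (XLOC_007919) is listed at 0 in both 8-cell embryos.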

Among histone methyl-transferases, three main patterns of changes were observed:

1. Transcription before EGA and down-regulated thereafter. These included *PRMT1*, which mono- and di-methylates Arg-4 of histone H4, *SUV420H1*, which trimethylates Lys-20 of histone H4, and *LOC534913*, also known as mariner-like transposase which is predicted to be a histone lysine methyltransferase. Their mRNAs were high before EGA, likely from storage in the oocytes and active transcription occurred at the 2- and 4-cell stages. Their transcription was turned off subsequently after EGA (Fig. 2A–C). 

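PRMT1 (XLOC_024250) was highest in 2-cell embryos at 8.21 ± 1.57 CPM and lowest in 16-cell embryos at 0.773 ± 1.09 CPM, with 97 reads over all samples. Before EGA its mean was 4.20 ± 3.29 CPM (n = 6) and after it 3.32 ± 2.97 CPM (n = 10), and the stage effect had an adjusted p of 0.251 from limma. A change of this gene was not detectable at this depth. SUV420H1 (XLOC_073627) is listed at 0 in every sample, and LOC534913 was not found among the gene names of the deposited data.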

Interestingly, although similar changes were seen for *PRMT1* and *SUV420H1*, they methylate different residues of histone H4 and exert different effects on gene expression. *PRMT1* leads to transcription activation while *SUV420H1* leads to transcription repression (http://www.uniprot.org).

**Figure 2:**
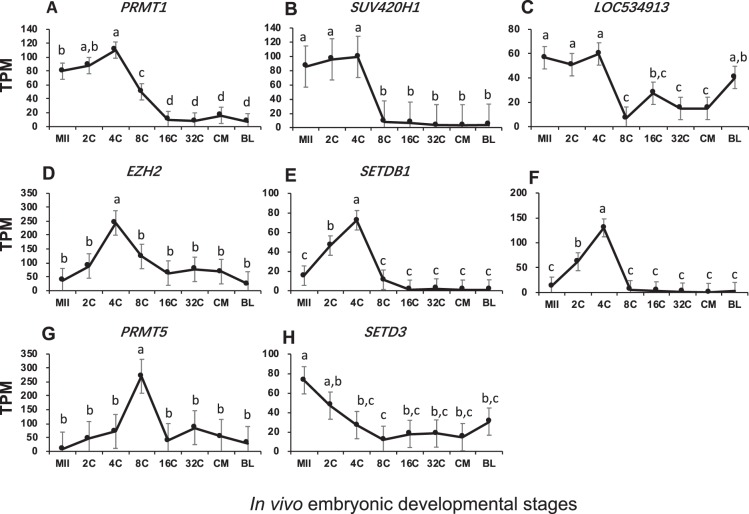
Transcript abundance of bovine histone methyltransferases during *in vivo* preimplantation development (Mean ± SEM). MII = mature oocytes; 2C to 32C = 2- to 32-cell embryos; CM = compact morula; BL = blastocyst. Different letters above error bars indicate significant pair-wise differences.
2. Low in oocytes but increased transiently for EGA. These included *EZH2*, which methylates Lys-9 and Lys-27 of histone H3, *SETDB1/SUV39H2*, which specifically trimethylates Lys-9 of histone H3, and *PRMT5*, which methylates Arg-8 of histone H3. They were transiently transcribed around EGA, reaching peak TPM values at the 4- or 8-cell stage (Fig. 2D–G). It has been reported that the histone methylation activity by these four enzymes represents a specific tag for transcription repression (http://www.uniprot.org).
3. High in oocytes but decreased from EGA. *SETD3*, which methylates Lys-4 and Lys-36 of histone H3 and acts as a transcriptional activator (http://www.uniprot.org), was inherited in oocytes and degraded dramatically after fertilization likely because of no active transcription (Fig. 2H).

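EZH2 (XLOC_054290) rose from 2.86 ± 2.16 CPM in MII oocytes to 30.1 ± 3.52 CPM in 4-cell and 88.3 ± 13.7 CPM in 32-cell embryos. At the 4-cell stage its log2 level differed from the mean of the other stages by 0.35 (standard error 0.59, adjusted p = 0.667 from limma). SETDB1 fell to 181 ± 69.6 CPM at the 4-cell stage, and its log2 level there differed from the other stages by -1.14 (standard error 0.49, adjusted p = 0.082 from limma). SUV39H2 (XLOC_012237) held 64.9 ± 1.46 CPM in 4-cell embryos and 309 ± 248 CPM in blastocysts, and the 4-cell level was not set apart (0.14, standard error 0.55, adjusted p = 0.867 from limma). PRMT5 (XLOC_003542) was highest in 8-cell embryos at 53.2 ± 59.5 CPM, where replicate 1 held 11.1 and replicate 2 95.2 CPM. The log2 difference from the other stages was 1.63 (standard error 0.68, adjusted p = 0.118 from limma), which did not pass the threshold.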

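SETD3 (XLOC_035570) held 29.9 ± 6.00 CPM in MII oocytes, 20.9 ± 8.15 CPM in 2-cell and 14.4 ± 2.17 CPM in 4-cell embryos. On the authors' scale its level in MII oocytes lay above the other stages by a log2 difference of 1.49 (standard error 0.52, adjusted p = 0.026 from limma). In CPM the highest mean was that of blastocysts, at 64.7 ± 25.1 CPM. No change at EGA was found (log2 change -0.40, standard error 0.51, adjusted p = 0.498 from limma).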

Like histone methyltransferases, oocytes abundantly inherited histone demethylases including *KDM1A/B* (Fig. 3A,B). *KDM1A* can induce both transcription activation and repression by de-methylating Lys-4/9 of H3. Its mRNA degraded gradually after fertilization and this pattern of changes suggested that the early embryos may actively maintain de-methylation of H3 (Fig. 3A). 

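KDM1A (XLOC_030863) held 52.9 ± 4.57 CPM in MII oocytes, 39.7 ± 4.81 CPM in 4-cell embryos and 119.9 ± 37.9 CPM in 32-cell embryos, and no stage effect was found (adjusted p = 0.46 from limma). KDM1B (XLOC_039907) held 5.51 ± 0.355 CPM in MII oocytes, 18.4 ± 2.19 CPM in 2-cell, 17.5 ± 9.09 CPM in 4-cell and 24.3 ± 13.3 CPM in 8-cell embryos, and is listed at 0 in both 32-cell samples. Its level at the 2-cell stage was not set apart from the other stages (log2 difference 1.15, standard error 0.62, adjusted p = 0.161 from limma).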

On the other hand, *KDM1B*, which also de-methylates Lys-4 of histone H3, actively maintained its mRNA at the 2-cell stage but decreased dramatically before EGA (Fig. 3B). Active transcription of two other abundant histone demethylases, *MINA* and *KDM5B*, occurred before and after EGA, respectively (Fig. 3C,D). 

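MINA (XLOC_000583) was highest in 4-cell embryos at 111 ± 50.4 CPM and lowest in blastocysts at 8.59 ± 10.1 CPM, with a log2 change at EGA of -2.00 (standard error 0.55, adjusted p = 0.00299 from limma). KDM5B (XLOC_019982) had 1.50 ± 0.836 CPM over the 6 samples before EGA and 121 ± 39.2 CPM over the 10 samples after it. Its log2 change was 5.35 (standard error 0.36, adjusted p = 1.3e-10 from limma), and every sample after EGA lay above every sample before it.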

Together, these data suggested that except for *KDM5B*, de-methylation of histones mainly occurred on H3 before EGA.

**Figure 3:**
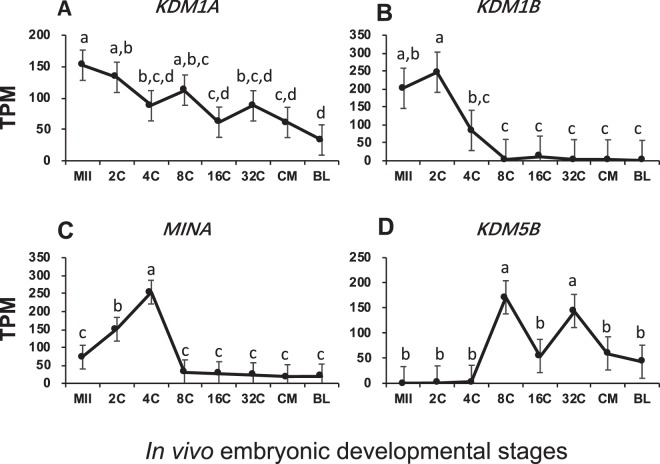
Transcript abundance of bovine histone demethylases during *in vivo* preimplantation development (Mean ± SEM). MII = mature oocytes; 2C to 32C = 2- to 32-cell embryos; CM = compact morula; BL = blastocyst. Different letters above error bars indicate significant pair-wise differences.

In summary, the mRNA levels for histone methylation enzymes underwent dramatic changes mainly before and around EGA. Overall there as more mRNAs for histone methylation than for de-methylation.

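Summed within samples, the 43 histone methyltransferases held 2950.2 ± 983 CPM before EGA (n = 6) and 2188 ± 561 CPM after it (n = 10). The 24 demethylases held 629.8 ± 185 and 2879 ± 1055 CPM. The mean log2 ratio of methyltransferases to demethylases was 2.24 before EGA and -0.33 after it. Over all 16 samples it was 0.63, with methyltransferases higher in 10 samples, and did not pass the test (two-sided permutation test of the signs, p = 0.097, adjusted p = 0.129). As a mean per listed gene the ratio was -0.21 on the log2 scale. PRDM2 and KDM4A took the most reads in the respective classes.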

For histone acetylation, abundant mRNAs for five of histone acetyltransferases and deacetylases were found (Figs 4 and 5). 

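CLOCK (XLOC_060594), KAT8 (XLOC_043073), HAT1 (XLOC_030486) and CREBBP (XLOC_043298) each had reads in at least 13 of the 16 samples. CLOCK held 16.9 ± 9.71 CPM over the 6 samples before EGA and 2.00 ± 1.97 CPM over the 10 after it (stage effect, adjusted p = 0.00829 from limma). KAT8 rose to 144 ± 39.5 CPM in blastocysts from 1.10 ± 0.303 CPM in MII oocytes, with a log2 change at EGA of 2.29 (standard error 0.62, adjusted p = 0.00271 from limma). HAT1 changed by 3.27 (standard error 0.50, adjusted p = 7.9e-06 from limma) on the log2 scale, from 5.05 ± 4.34 to 53.7 ± 31.2 CPM. CREBBP was lowest in MII oocytes at 15.3 ± 14.1 CPM and highest in 4-cell embryos at 123 ± 35.0 CPM, and its stage effect did not pass the threshold (adjusted p = 0.057 from limma).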

Maintenance of modest levels of mRNAs for histone acetyltransferases, *CLOCK*, *KAT8*, *HAT1* and *CREBBP*, was seen across all stages, despite minor and insignificant changes (Fig. 4A–D). In contrast, transcripts of NCOA2, which binds with CREBBP to actively acetylate lysine residues on core histone tails, were inherited from oocytes at a moderate level with depletion occurring from EGA (Fig. 4E).

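NCOA2 (XLOC_015211) held 43.6 ± 2.15 CPM in MII oocytes, 102 ± 24.2 CPM in 2-cell and 70.8 ± 21.6 CPM in 4-cell embryos. In 8-cell embryos it fell to 18.1 ± 22.1 CPM and in blastocysts to 5.88 ± 4.14 CPM. Its log2 change at EGA was -3.47 (standard error 0.44, adjusted p = 6.2e-07 from limma).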

**Figure 4:**
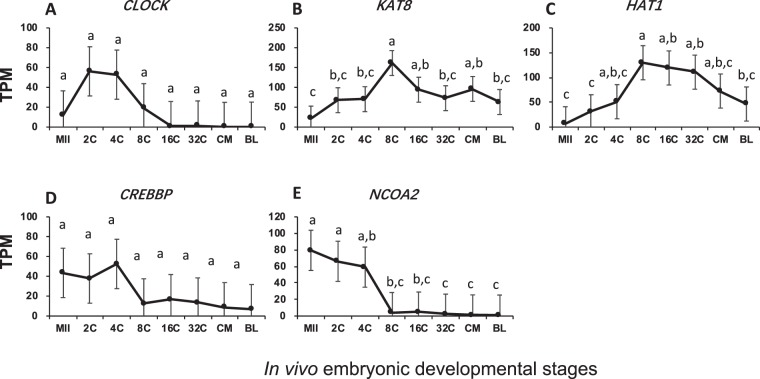
Transcript abundance of bovine histone acetyltransferase during *in vivo* preimplantation development (Mean ± SEM). MII = mature oocytes; 2C to 32C = 2- to 32-cell embryos; CM = compact morula; BL = blastocyst. Different letters above error bars indicate significant pair-wise differences.

**Figure 5:**
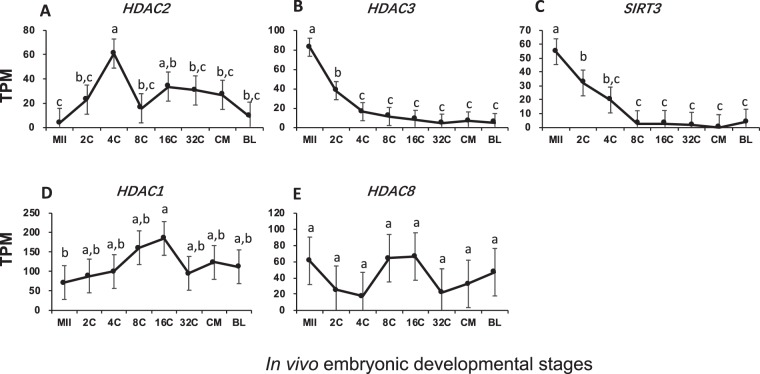
Transcript abundance of bovine histone deacetylases during *in vivo* preimplantation development (Mean ± SEM). MII = mature oocytes; 2C to 32C = 2- to 32-cell embryos; CM = compact morula; BL = blastocyst. Different letters above error bar indicates pair-wise differences.

Three different expression patterns were also seen in histone deacetylases: (1) active transcription of *HDAC2* occurred before EGA (Fig. 5A); (2) abundant inheritance of *HDAC3* and *SIRT3* transcripts from oocytes with active depletion through early development (Fig. 5B,C); and (3) relatively constant and moderate levels of transcripts for *HDAC1/8* across stages (Fig. 5D,E). 

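HDAC2 (XLOC_070138) held 2.42 ± 0.331 CPM in MII oocytes, 16.8 ± 10.1 CPM in 4-cell and 106 ± 18.9 CPM in 32-cell embryos, with a log2 change at EGA of 2.16 (standard error 0.43, adjusted p = 1.7e-04 from limma). HDAC3 (XLOC_064051) had 16.7 ± 4.23 CPM in MII oocytes, 18.3 ± 19.2 CPM in 2-cell and 1.92 ± 2.72 CPM in 8-cell embryos. In MII its log2 level lay above the other stages by 3.06 (standard error 0.87, adjusted p = 0.00941 from limma), and scaled by total reads this did not pass the threshold. HDAC1 (XLOC_030774) rose from 31.7 ± 9.19 CPM in 4-cell to 178 ± 9.29 CPM in 8-cell embryos and 426 ± 28.0 CPM in blastocysts, with a log2 change at EGA of 1.96 (standard error 0.39, adjusted p = 1.7e-04 from limma). SIRT3 (XLOC_073322) and HDAC8 (XLOC_074752) are listed at 0 in every sample.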

Unlike histone methylation, which can lead to either gene expression or repression, histone acetylation/deacetylation always open/close chromatin structure and activate/repress gene expression. The drop in the mRNAs for deacetylases likely prepared the embryos for more open chromatin at later stages. 

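The 18 deacetylases together held 122 ± 53.4 CPM before EGA (n = 6) and 553 ± 152 CPM after it (n = 10), a log2 change of 2.23 (exact two-sided permutation test, p = 1.2e-04, the smallest that splits of single samples allow, adjusted p = 2.2e-04 over 7 classes). Samples of one stage were split as if independent, so this p may be too small. Without HDAC1, which took the most reads, the log2 change was 2.05. The sum holds no reads of SIRT3, HDAC8 and HDAC10, which lie in the run of loci at 0, so it does not test a fall of SIRT3. The 20 acetyltransferases held 594 ± 246 and 883 ± 236 CPM, a log2 change of 0.62 (exact permutation test, p = 0.016, adjusted p = 0.019). With samples scaled to total reads, as in CPM, the median log2 change of all tested loci at EGA was 0.67. The rise of the acetyltransferases was no larger than that shift. Class sums were not tested on the authors' scale. For demethylases the log2 change was 2.17 (adjusted p = 2.2e-04, exact permutation test) and for methyltransferases -0.40 (adjusted p = 0.081, exact permutation test).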

Also of note, mRNAs for histone acetylation/deacetylation were always present at modest levels across preimplantation development (Figs 4 and 5), while those for histone methylation/demethylation were mainly present before/around EGA (Figs 2 and 3).

### Abundance of mRNAs for DNA modifying enzymes

Global embryonic DNA methylation has been reported to undergo dramatic changes first through active and then passive de-methylation, finishing with *de novo* active methylation^27–29^. The dynamics of mRNAs for DNA modifiers found here corresponded to the reported changes and also provided unique features for bovine *in vivo* embryos.

Transcripts for *DNMT1* (Fig. 6A), a DNA methylation maintenance enzyme, were the most abundant among all DNA modifiers. The high storage of mRNA for *DNMT1* in oocytes progressively depleted after fertilization. After EGA very low levels of *DNMT1* mRNA remained, allowing embryos to passively de-methylate through cell divisions. In contrast, the mRNA for *DNMT3A* (Fig. 6B), which is responsible for DNA *de novo* methylation, was almost undetectable before the 16-cell stage but became the predominant DNA modifying mRNA at the blastocyst stage. These observations suggest that the first stage of differentiation in the blastocyst requires new methylation of DNA. 

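DNMT1 (XLOC_063692) held 41.6 ± 8.09 CPM in MII oocytes, 54.4 ± 16.3 CPM in 2-cell and 28.3 ± 1.71 CPM in 4-cell embryos, and 3.02 ± 2.53 CPM in 8-cell embryos. Its log2 change at EGA was -3.35 (standard error 0.43, adjusted p = 6.9e-07 from limma). Among DNA modifiers in MII oocytes, TET3 had more reads than DNMT1, at 131 ± 3.96 CPM.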

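DNMT3A (XLOC_007333) had 24.9 ± 3.07 CPM in 4-cell embryos, 4.81 ± 5.44 CPM in 8-cell, 129.8 ± 86.4 CPM in 16-cell and 873 ± 236 CPM in blastocysts. The replicates of the compact morula held 135 and 15.0 CPM. In blastocysts its log2 level lay above the mean of the other stages by 5.81 (standard error 0.78, adjusted p = 1.5e-04 from limma). At that stage TET1 held 2169.8 ± 27.6 CPM.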

*DNMT3B* transiently increased its mRNA levels during EGA which subsequently declined to basal levels (Fig. 6C), suggesting the role of new methylation for EGA. The protein DNMT3L is catalytically inactive but is required for establishment of proper genomic imprinting by possibly facilitating *de novo* DNA methylation by *DNMT3A* and *DNMT3B*^30^. Its mRNA, however, was not detected in bovine *in vivo* oocytes and embryos (Table S6).

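DNMT3B (XLOC_012456) and DNMT3L (XLOC_000468) are both listed at 0 in every sample of the deposited data, so their stage patterns could not be examined there.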

**Figure 6:**
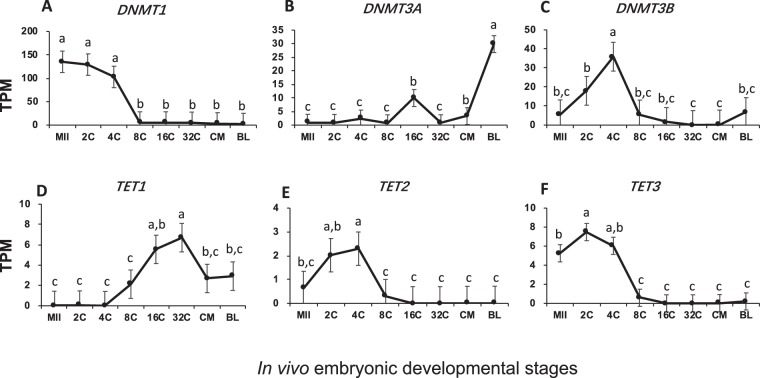
Transcript abundance of bovine DNA modifiers during *in vivo* preimplantation development (Mean ± SEM). MII = mature oocytes; 2C to 32C = 2- to 32-cell embryos; CM = compact morula; BL = blastocyst. Different letters above error bars indicate significant pair-wise differences.

The TET family is so far the best characterized enzymes that actively initiate the removal of the methyl group from 5′ methylated cytidine (5 mC) to 5-hydroxymethylcytosine (5 hmC), 5-formylcytosine (5 fC) and 5-carboxylcytosine (5 caC) through oxidation. These modified cytidines are later replaced with unmodified cytosine via the thymine DNA glycosylase- (TDG) base excision repair pathway^31,32^. The mRNAs for two of the three TET genes, *TET1* and *TET3*, were found to have a relatively significant presence in bovine post-EGA embryos and oocytes/pre-EGA embryos, respectively (Fig. 6D,F). 

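TET1 had 8.88 ± 7.84 CPM over the 6 samples before EGA and 2474 ± 796 CPM over the 10 samples after it, a log2 change of 7.92 (standard error 0.45, adjusted p = 1.2e-11 from limma). Every sample after EGA lay above every sample before it. TET3 (XLOC_007610) fell from 80.1 ± 17.1 CPM in 4-cell embryos to 8.59 ± 6.90 CPM in 8-cell embryos, is listed at 0 in both 32-cell samples, and held 23.5 ± 8.38 CPM in blastocysts. Its log2 change at EGA was -5.07 (standard error 0.74, adjusted p = 4.2e-06 from limma).

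**Figure D2:**
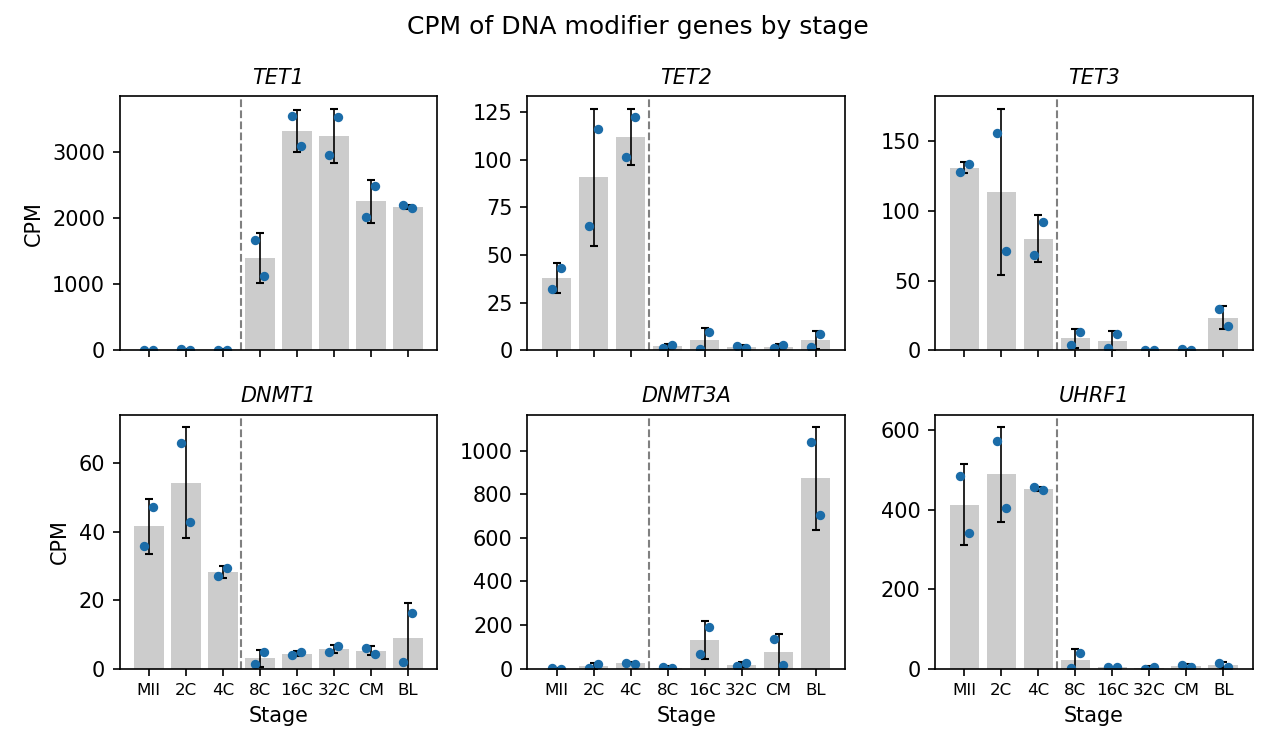
CPM of DNA modifier genes by stage, as the mean of 2 samples (bars), its SD (error bars) and each sample (points), with EGA marked by a dashed line. Before the 8-cell stage, TET1 held no more than 22.0 CPM in any sample.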

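TET2 (XLOC_060476) held 37.9 ± 7.80 CPM in MII oocytes, 90.6 ± 35.9 CPM in 2-cell and 112 ± 14.8 CPM in 4-cell embryos, and 2.06 ± 1.17 CPM in 8-cell embryos. After EGA its mean was 3.30 ± 3.28 CPM (n = 10), with a log2 change of -4.89 (standard error 0.45, adjusted p = 9.2e-09 from limma).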

Another TET member, *TET2*, was barely detected during pre-implantation development (Fig. 6E).

In total, six patterns of gene expression dynamics in histone variants, histone and DNA modifiers were seen in our study (Fig. 7). These were: (1) peaked in oocytes but decreased by EGA (red line), (2) transcription before EGA and down-regulated thereafter (orange line), (3) peaked at EGA (pink line), (4) activated post-EGA (green line), (5) peaked around the morula stage (blue line), and (6) peaked at the blastocyst stage (yellow line).

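From the stages at which levels rise and fall, the paper sorts these genes into the patterns of Fig. 7. For 18 genes with a stage of highest level named in the text and enough reads for the model, the log2 level at that stage was compared with the mean of the other stages. It was higher at an adjusted p under 0.05 from limma for 9 of them, and 5 with each sample scaled to its total reads. H3F3A in MII oocytes was lower instead, by a log2 difference of -1.49 (standard error 0.43, adjusted p = 0.01 from limma). A stage effect was found for 30 of the 37 named genes that could be tested.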

**Figure 7:**
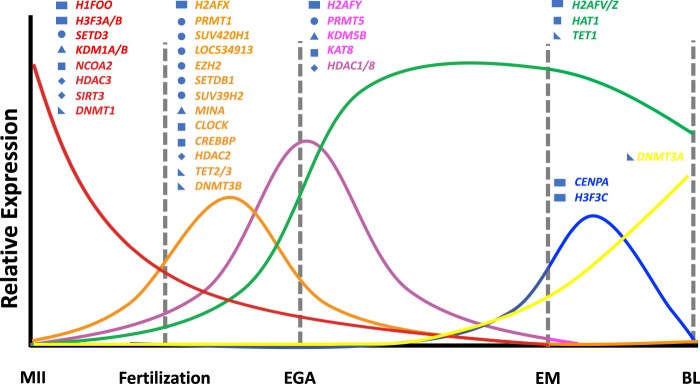
Patterns of changes in mRNAs of major histone variants and modifiers for histone and DNA at landmark stages of embryo development. The Y-axis does not represent the absolute levels of each transcript. MII = mature oocytes; EGA = embryonic genome activation; EM = early morula; BL = blastocyst. Histone variants: ; Histone methyltransferases: ; Histone demethylases ; Histone acetyltransferase ; Histone deacetylases: ; DNA modifiers: .

### Gene expression patterns of epigenetic modifiers in *in vitro* produced oocytes and embryos

Transcript abundance of bovine histone variants and histone/DNA modification proteins from *in vitro* produced oocytes and embryos is summarized in Table S7. The major difference between *in vitro* and *in vivo* produced bovine embryos was the timing of EGA, 8–16 cell stage In *in vitro* embryos^17^ and 4–8 cell stage in *in vivo* embryos^18^. Among the genes analyzed above, nine were different between the two groups. They were: *PRMT5*, *KDM5B*, *KAT8*, *HDAC1*, *HDAC8*, *H2AFV*, *H2AFZ*, *HAT1*, and *TET1*. Five of these, *H2AFV*, *H2AFZ*, *PRMT5*, *KDM5B*, and *HAT1*, had *a* delay in their peak expression from the 8-cell stage in *in vivo* embryos to the 16-cell stage in *in vitro* embryos (Fig. 8A–E). Moreover, the expression dynamics of the rest of the four genes, *KAT8*, *HDAC1*, *HDAC8*, and *TET1*, were different compared to those in the *in vivo* data (Fig. 8F–I).

**Figure 8:**
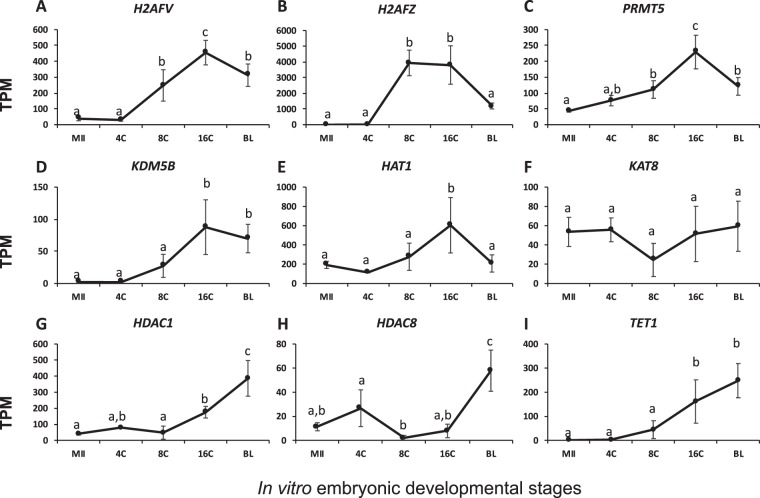
Transcript abundance of bovine histone and DNA modifier during *in vitro* preimplantation development (Mean ± SEM). MII = mature oocytes; 4C to 16C = 4- to 16-cell embryos; BL = blastocyst. Different letters above error bars indicate significant pair-wise differences.

### Validation of RNA-Seq data by qRT-PCR

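The genes measured by qPCR were KANSL2, ASH2L, H3F3B, HDAC1 and SETDB1, compared between the 4-cell stage and the 8-cell and blastocyst stages. In the deposited sequencing data, KANSL2 (XLOC_057309) changed by 1.43 (standard error 0.70, adjusted p = 0.121 from limma) on the log2 scale from the 4- to the 8-cell stage and by -0.48 (standard error 0.70, adjusted p = 0.6 from limma) from the 4-cell stage to the blastocyst. ASH2L (XLOC_046143) changed by -4.20 (standard error 0.67, adjusted p = 3.6e-04 from limma) and by -2.05 (standard error 0.67, adjusted p = 0.022 from limma). For H3F3B the changes were 0.54 (standard error 0.50, adjusted p = 0.408 from limma) and 0.02 (standard error 0.50, adjusted p = 0.983 from limma). HDAC1 rose at both stages, by 2.48 (standard error 0.58, adjusted p = 0.00438 from limma) and by 3.42 (standard error 0.58, adjusted p = 3.3e-04 from limma). SETDB1 changed by 0.49 (standard error 0.65, adjusted p = 0.576 from limma) and by 0.27 (standard error 0.65, adjusted p = 0.754 from limma). Of these 10 changes, 5 were larger than 1 in size.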

All relative transcription levels were confirmed with the exception of one comparison, *KANSL2* 4-cell vs. blastocyst (Table 2). Only a difference of 2-fold change or Log2 (fold change) of greater than 1 was regarded as significantly changed. We found no significant changes in *KANSL2* levels using RNA-seq [Log2 (fold change) = 0.3)], yet qPCR found a significant increase [Log2 (fold change) = 1.6)].

**Table 2:** Log_2_ (fold change) of mRNA abundance of selected genes validated by qRT-PCR.

Gene ID	4-cell vs. 8-cell		4-cell vs. Blastocyst	
	RNA-Seq	qRT-PCR	RNA-Seq	qRT-PCR
*KANSL2*	1.56	2.9	−0.3	1.6
*ASH2L*	−4.2	−1.7	−2	−3.1
*H3F3B*	0.5	1.5	0	0.9
*HDAC1*	2.5	1.7	3.4	2.3
*SETDB1*	0.6	−0.5	0.2	0.2

## Discussion

Several lines of evidence support that histone H1 variant H1FOO is essential for *in vitro* meiotic maturation of mouse and bovine oocytes^33,34^. Over-expression of *H1FOO* in bovine oocytes prompted meiotic progression *in vitro*, while its down-regulation hindered oocyte maturation^33^. When injected into mouse germinal vesicle oocytes, antisense Morpholino oligonucleotides, which knocked down *H1FOO*, slowed the rate of *in vitro* maturation^34^. Replacement of somatic histone H1s by *H1FOO* was observed in embryos derived from both *in vitro* fertilization and SCNT^35,36^. Additionally, ectopically expressed *H1FOO* halted differentiation of embryonic stem cells into embryoid bodies^37^. These prior observations point to the importance of H1FOO in the maintenance of relatively quiescent chromatin structure before global gene activation. Our RNA-Seq data showed that the *in vivo* matured bovine oocytes stored high levels of mRNA for *H1FOO*, supporting the necessity for its high maintenance for maturation. Its subsequent and rapid disappearance in embryos suggest that H1FOO must be cleared from the early embryos before proper transition to EGA and differentiation could occur (Fig. 1A).

Incorporation of core histone variants are also essential during oocyte development and embryogenesis since the functions of these variants are more versatile than their linker counterparts for containing more post-translational modification sites^38,39^. For instance, using immunocytochemistry, Buhe *et al*. reported that H2A variants were deposited onto chromatin during mouse pre-implantation development^11^, and that H2AFX was the only abundant H2A variant after fertilization. While we also found major surges in mRNAs for H2A variants after fertilization, the specific variants were different than those reported in the mouse. In bovine pre-implantation embryos, *H2AFZ* and to a lesser extent *H2AFV* were pre-dominant after EGA (Figs 1B,E and 7). Yet, in the mouse, no incorporation of H2AFV or H2AFZ was observed until differentiation^40^. Thus, it appears that the dynamics of the H2A variants among mammalian species are not well-conserved. H2AFV and H2AFZ have been shown to prompt interactions among nucleosomes, which is critical in maintaining the high order structure of chromatin^41^, and essential for centromere assembly^42^. Although we observed an increase in mRNA for *H2AFX* at the 2-cell stage (Fig. 1C), which was likely a result of pre-EGA transcription, it was a minor H2A variant in the bovine as opposed in the mouse. H2AFX is reported to be largely phosphorylated during early embryogenesis in mice^43^, and its phosphorylation is required for the formation of the paternal pronucleus after fertilization in *Xenopus*^44^. Its role in bovine embryo development, however, may not be as critical as in the other species due to its lower mRNA levels. H2AFY, commonly known as macroH2A, has been shown to be actively replaced by other H2A variants from the maternal genome after fertilization^45^. It is also abundantly accumulated on the inactive X chromosome (XCI) in females and contributes to the long-term maintenance of the inactive state^46,47^. XCI in the bovine is completed during embryo elongation, a stage much later than in the mouse^44^. The levels of mRNAs for the gene *H2AFY* were present in early bovine embryos. It peaked in both the 8-cell and blastocyst stages. However, its overall expression levels were mostly lower than 15 TPM, suggesting that this transcription inhibitory H2A variant may be minimal during genome activation and blastulation (Figs 1D and 7).

In the mouse, the incorporation of H3F3A and H3F3B has been recognized as the marker for transcription activation and they preferentially integrate into the male pronuclei after fertilization^48^. This, at least in part, explains why paternal genome goes into transcription activation earlier^9^. These H3 variants maintain their occupation in the mouse embryos up to the blastocyst stage^23^. In the bovine embryos, however, both H3 variants *H3F3A/B* were extremely high in matured oocytes but then dramatically decreased, although their mRNA levels were still quite high compared to the other histone variants (Figs 1G,H and 7). These patterns of changes suggest that H3F3A/B were the predominant histone H3 variants in oocytes and subsequently their occupation was reduced and replaced by other H3 subtypes such as H3F3C and CENPA which temporarily peaked at the 16- and 32-cell stages (Figs 1F and 7). Such increases commensurate with the more centromere assembly and mitotic division activities at these stages^49,50^.

Canonical histone mRNAs have a unique stem loop-like 3′ end structure^4^, and were de-selected during poly(A) enrichment of RNA-seq library preparation. Thus, no replication-dependent histone transcripts should be detected here. However, we found that some canonical histone mRNAs were significantly abundant during bovine pre-implantation development (e.g. H2B, data not shown). 

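Canonical histones were chosen after their values were seen. The entry named H2B had no more than 12.4 CPM in any sample of the deposited data. Among other canonical histones, HIST2H2BE was highest in 8-cell embryos at 54.6 ± 7.17 CPM, and so was HIST1H2BD at 54.5 ± 38.6 CPM. HIST1H1D, a canonical linker histone, had 52.4 ± 56.5 CPM there, with 12.4 CPM in replicate 1 and 92.3 CPM in replicate 2.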

The same observation was also reported in another RNA-Seq study in sheep, in which poly(A) selection was also employed^51^. By reviewing the mRNA sequences of these histones, we found that they all have high adenosine content after the 3′ stem loop structure, which would permit them to anneal with oligo-dT primers in library preparation and be detected.

In summary, our data suggest distinct waves of histone replacements by specific variants. It is likely that after fertilization and before EGA, the embryos first remove H1FOO and H3F3A/B, but add H2AFV/Z to the chromatin after EGA. To prepare for compaction, the embryos temporarily incorporate more H3F3C and CENPA into their nucleosomes.

The roles of histone post-translational modifications on chromatin remodeling and global gene expression have been well-documented. Yet, these roles are also very complex, especially for those by histone methylation. Mono-, di- or tri-methylation on different lysine residues of the histone tail leave chromatin structure in either open or closed state, resulting in transcription activation or repression^52^. Histone modifiers were the most diverse in bovine embryos and many had high transcript levels especially histone methyl transferases such as *EZH2*, *SUV420H1*, and *PRMT5* (Figs 2–5). Although each histone modifiers had their own distinct pattern of changes, their dynamic changes correlated with major events of embryo development such as EGA (*EZH2*, *SUV39H2*, *SUV420H1*, *LOC534913*, *MINA*, *HDAC3*, and *SIRT3*; Fig. 7), and pre-compaction (*PRMT5*, and *HDAC2*; Fig. 7). In mice, three expression patterns of chromatin modifiers were also found and classified as “maternal”, “ubiquitous”, and “zygotic”^49^, corresponding in our study to “inherited from oocytes and decreased after fertilization”; “relatively constantly expressed”; and “actively transcribed as a result of EGA”, respectively. In bovine early embryos, however, we noticed another main pattern “transcribed before EGA and decrease thereafter” (e.g. Figs 2A–C and 7) as a result of minor EGA^18^. The presence of this unique pattern is likely because of the longer duration of embryogenesis in the bovine than in the mouse.

Specific histone modifiers are linked to embryonic chromatin remolding and gene expression. *De novo* synthesis of EZH2 protein after fertilization was found to be essential to mouse embryo development because inhibition of EZH2 synthesis at the pronuclear stage caused retarded embryo growth and reduced blastocyst rates^53^. In bovine, a burst of transcription for the *EZH2* gene was observed at the 4-cell stage (Fig. 2D), which corresponded with the initiation of EGA in *in vivo* embryos^18^. Combined with fact that EZH2 trimethylates Lys-27 of histone H3 and leads to gene silencing, it would be of great interest to identify the specific genes that are turned off by EZH2, as well as to learn how the absence of these downstream genes initiates EGA and promotes early embryo development. Lys-9 of histone H3 is another potential methylation site. Trimethylation at this location serves as the loading dock for the heterochromatin organization protein HP1 and therefore is associated with transcription repression of the heterochromatin regions^54^. SETDB1 and SUV39H2 specifically trimethylates Lys-9 of histone H3. In bovine early embryos, we found a burst of expression for both of these histone methyltransferases around the 4-cell stage (Fig. 2E,F). These suggest that the formation of heterochromatin and inhibition of specific gene expression starts as early as EGA in the bovine, a stage when many genes are activated for expression. PRMT5 can methylate Arg-3 of H2A (in addition to Arg-8 of H3), which also leads to gene silencing^55^. This particular methylation may repress differentiation-associated genes, because PRMT5 was found to be important in early mouse embryos by maintaining pluripotency likely through the leukemia inhibitory factor (LIF)/Stat3 pathway^55^. In bovine embryos, a burst of expression in *PRMT5* was found at the 8-cell stage (Fig. 2G), when the embryos start to lose totipotency to a pluripotent state^56^. Together these data suggest that *PRMT5* may also be associated with maintaining pluripotency in the bovine.

Transcripts for the methylation maintenance enzyme, *DNMT1*, could only be observed before the 4-cell stage (Fig. 6A). This is consistent with the conclusion that the early embryos passively de-methylate due to a lack of this enzyme^57^. However, significant *DNMT1* activity was found in *in vitro* produced embryos after the 8-cell stage, suggesting abnormal maintenance of DNA methylation^58^. Interestingly, the epigenetic regulator of *DNMT1*, *UHRF1*, had the same expression pattern as *DNMT1* in our study (Table S6), suggesting the abnormal active regulation of this important DNA modifier by *in vitro* culture conditions.

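UHRF1 (XLOC_063773) held 451 ± 77.9 CPM in the 6 in vivo samples before EGA and 8.37 ± 12.0 CPM in the 10 samples after it. Its log2 change was -6.82 (standard error 0.58, adjusted p = 2.5e-09 from limma).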

In mice, the genome of the male pronucleus is actively de-methylated soon after fertilization^27^, but this genome-wide DNA de-methylation event has not be observed in sheep, and is less dramatic in cattle and pigs^59–61^. This difference may be explained by the observations that the male pronuclei of the bovine zygotes underwent de-methylation and immediately *de novo* re-methylation before the 2-cell stage^28^. Such rapid re-methylation likely requires high levels of DNA *de novo* methyl transferases. Our data, however, showed that the 2-cell bovine embryo did not contain high levels of mRNAs for either *DNMT3A* or *DNMT3B* (Fig. 6B,C). The only mRNA present for *de novo* methylation at this stage was *DNMT3B* (Fig. 6C). Albeit still low, it may be responsible for this rapid re-methylation process. DNA re-methylation at later stages up to the blastocysts as reported in IVF, parthenogenetic and SCNT embryos^58^, may be a result of *DNMT3A* as supported by our results of a dramatic increase in this transcript (Fig. 6B). In summary, bovine pre-implantation embryos’ *de novo* methylation may be primarily carried out by *DNMT3B* in early stages and then *DNMT3A* at the blastocyst stage.

Although transcripts for both *TET2* and *TET3* (Fig. 6E,F) were detected before the 8-cell stage and appeared to have been turned off by EGA, their levels in bovine early embryos were only moderate, supporting the observation that DNA de-methylation in the bovine is not be as dramatic as in the mouse^62^. The mRNA for *TET1*, however, had the opposite dynamic pattern. It was turned on by EGA and continued to increase until the 32-cell stage (Fig. 6D). Together, our data suggest that during the entire early bovine embryo development, DNA was de-methylated by a combined passive (lack of *DNMT1*) and active (presence of *TET1*) mechanisms. Because *TET3* is present in the oocytes, it is likely responsible for the de-methylation of DNA in the male pronucleus. However, the combined presence of mRNAs for *TET1-3* from oocytes to morula suggests that active de-methylation of DNA likely persists during the entire bovine pre-implantation embryo development. This, combined with the pattern of *DNMT1*, suggests that the bovine *in vivo* early embryos are de-methylated through both active and passive mechanisms from oocytes to blastocysts. 

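TDG (XLOC_056818), the thymine DNA glycosylase gene, had 24 reads over all in vivo samples, in 5 of the 16 samples, with at most 11 in any of them. Its mean was 9.81 ± 1.41 CPM in blastocysts, and it is listed at 0 in MII, 2-cell and 4-cell samples.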

Interestingly, the mRNA for the gene thymine DNA glycosylase (*TGD*), which participates in DNA demethylation by actively revers 5-hmC to cytosine through base excision repair^63^, was not detected in our database. This indicate that during early embryogenesis, active DNA demethylation can only be achieved by replication-dependent dilution of oxidized forms of 5mC.

*In vitro* cultured bovine embryos have a slower developmental speed (at least to EGA) compared to their *in vivo* counterparts as reflected by the delayed EGA to 8–16 cell stage^18^. Transcription of histone variant genes *H2AFV* and *H2AFZ*, histone methyltransferase *PRMT5*, histone demethylase *KDM5B*, and histone acetyltransferase *HAT1* started at the 4-cell stage and peaked at the 8-cell stage *in vivo*. However, these changes peaked in *in vitro* embryos at the 16-cell stage, corresponding to their EGA. Transcripts for histone acetyltransferase *KAT8* exhibited opposite dynamics. They peaked in 8-cell in *in vivo* but reached a nadir in their *in vitro* counterparts. However, neither patterns had significance differences across development. Additionally, histone deacetylases *HDAC1*, *HDAC8*, and DNA demethylase *TET1* all had significant increases at the blastocysts stage in *in vitro* embryos only, potentially contributing to the epigenetic anomalies caused by *in vitro* culture^26^.

Using real time qPCR, we randomly selected 5 genes for validation. All changes from RNA-seq were confirmed by qPCR except for *KANSL2* between 4-cell vs. blastocyst. Although high correlation between results of qPCR and RNA-Seq are expected^64–66^, this low level of inconsistency is not totally unexpected because each technology has its own strengths and weaknesses. The RNA-seq technology is highly automated for global gene expression profiling and may generate a low percentage of data that do not exactly reflect the expression status. Real time qPCR on the other hand, is more accurate but limited to quantification of one gene at a time^67^. In the case of discrepancy between results of RNA-seq and qPCR, we regard that the RNA-seq result may be inaccurate.

## Materials and Methods

### Data Mining

Previously, we established the transcriptional profiles of single bovine *in vivo* derived oocytes and pre-implantation embryos by RNA-Seq (Gene Expression Omnibus (GEO) accession number GSE59186)^18^. 

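Across all 18318 loci with reads, Pearson's r between the 2 samples of a stage on log2(CPM + 1) ranged from 0.815 at the 8-cell stage to 0.937 at the 4-cell stage, with a median of 0.905. Loci are not independent replicates, so r describes these samples and is not tested. The highest r between samples of different stages, 0.935, was that of a 2-cell and a 4-cell embryo, and the lowest, 0.524, that of an MII oocyte and a blastocyst. On CPM without the logarithm, r was 0.139 for the 2-cell embryos and between 0.781 and 0.955 for the other 7 stages. For the 2-cell embryos the log scale gave 0.889. The unnamed locus XLOC_046224 took 27.0% of the reads of 2-cell replicate 2 and 0.217% of those of replicate 1. Without the logarithm such a locus weighs heavily on r, and no r was computed without it.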

The quality and reproducibility of the preparation and sequencing methods were demonstrated by the high Pearson correlation efficiencies between the replicates^18^. We also downloaded RNA-Seq dataset (GEO accession number GSE52415)^17^ of *in vitro* produced oocytes and pre-implantation embryos to compare the differences between embryos developed under different environmental conditions.

Sequencing reads were normalized to TPM as final measurement of transcript abundance after trimming and mapping. TPM was preferred to FKPM because it normalizes transcriptome size across developmental stages^68^. The formula of TPM calculation for any given gene α (TPMα) is shown below: where *N*_*α*_/*L*_*α*_ means the read counts for gene α divided by its transcript length and gives transcript length-adjusted read counts; while $$\sum _{i=1}^{n}\,({N}_{i}/{L}_{i})$$ stands for the sum of length-adjusted read counts for all genes and is used to normalize transcriptome sizes of different samples.

$$TPM\alpha =\frac{{N}_{\alpha }/{L}_{\alpha }}{{\sum }_{i=1}^{n}\,({N}_{i}/{L}_{i})}\times {10}^{6}$$

To analyze the transcriptional profiles of epigenetic modifiers, lists of bovine annotated histone variants and histone/DNA modification proteins were generated according to the functional hierarchies in KEGG BRITE (http://www.genome.jp/kegg/brite.html#gene). Full lists of these genes are summarized in Table S8. Here, histone modifying enzymes refer to those that contain catalytic domains for post-translational modifications and/or are subunits of catalytic complexes. The transcriptional profiles for these genes were subsequently established by searching for these transcripts in our RNA-Seq dataset. Transcript abundance at each developmental stage was measured by TPM (Mean ± SEM). Genes with mean TPM values over 1, 50 and 1,000 were considered as detected, abundant and highly abundant, respectively.

### Quantitative Real-Time PCR (qRT-PCR) validation of RNA-Seq data

Our results were also validated using qRT-PCR. Three genes were randomly selected from the list for histone related genes that had significant changes across stages. These included *H3F3B* (histone variant), *SETDB1* (histone methyltransferase) and *HDAC1* (histone deacetylase). Additionally, two genes were randomly selected from outside our list of genes that changed significantly, including *KANSL2* and *ASH2L*. Their transcript abundance was measured in 4- to- 8-cell embryos and blastocysts. Expression level of each gene was normalized to *GAPDH* and inter-stage comparison was made using ∆∆Ct, which was later transformed to log_2_(fold changes). Only a difference of 2-fold change or Log_2_ (fold change) of greater than 1 was regarded as significantly changed.

### Statistical analysis

All statistical analyses were conducted in Minitab (Minitab 18 Statistical Software, 2010; www.minitab.com), and significance was defined as p < 0.05. One-way ANOVA was used for comparing transcript abundance across stages. Multiple comparisons with Fisher’s Least Significant Difference (LSD) was used for pair-wise comparisons.

## Supplementary information

supplementary tables

# Supplementary material for: Analysis of mRNA abundance for histone variants, histone- and DNA-modifiers in bovine in vivo and in vitro oocytes and embryos
**Source:** Sci Rep. 2019 Feb 4;9:1217. doi: 10.1038/s41598-018-38083-4
**Supplement:** Supplementary file 1 — supplementary tables

**Analysis of mRNA abundance for histone variants, histone- and DNA-modifiers in bovine *in vivo* and *in vitro* oocytes and embryos**

Duan J^1*^, Zhu L^1*^, Dong H^2^, Zheng X^2^, Jiang Z^1,3^, Chen J^2^, Tian XC^1^

^*^These authors contributed equally to this work.

**Supplementary Information**

Table S1. Transcript abundance of bovine histone variants (Mean TPM).

|  | **Mature** | **2-Cell** | **4-Cell** | **8-Cell** | **16-Cell** | **32-Cell** | **Compact** | **Blastocyst** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **oocyte** |  |  |  |  |  | **morula** |  |
|  |  |  |  |  |  |  |  |  |
| *H1F0* | 0.0 | 0.7 | 0.4 | 0.1 | 0.6 | 0.2 | 0.1 | 0.1 |
|  |  |  |  |  |  |  |  |  |
| *H1FNT* | 0.2 | 0.0 | 0.7 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 |
|  |  |  |  |  |  |  |  |  |
| *H1FOO* | 1872.3 | 1016.9 | 708.3 | 32.9 | 0.2 | 0.3 | 1.4 | 0.2 |
|  |  |  |  |  |  |  |  |  |
| *H1FX* | 0.5 | 0.0 | 0.3 | 0.0 | 0.0 | 0.0 | 0.0 | 0.4 |
|  |  |  |  |  |  |  |  |  |
| *H2AFJ* | 0.0 | 0.6 | 0.0 | 0.0 | 1.9 | 0.2 | 0.0 | 4.7 |
|  |  |  |  |  |  |  |  |  |
| *H2AFV* | 5.3 | 14.3 | 22.0 | 168.2 | 173.6 | 266.7 | 276.3 | 153.9 |
|  |  |  |  |  |  |  |  |  |
| *H2AFX* | 9.5 | 14.6 | 8.8 | 6.1 | 9.7 | 7.0 | 8.3 | 6.7 |
|  |  |  |  |  |  |  |  |  |
| *H2AFY* | 5.4 | 2.1 | 3.2 | 9.9 | 3.0 | 6.2 | 4.1 | 11.4 |
|  |  |  |  |  |  |  |  |  |
| *H2AFY2* | 0.0 | 0.1 | 0.0 | 0.0 | 0.0 | 0.0 | 0.4 | 0.7 |
|  |  |  |  |  |  |  |  |  |
| *H2AFZ* | 2.9 | 6.8 | 9.9 | 769.3 | 723.9 | 535.1 | 632.3 | 254.7 |
|  |  |  |  |  |  |  |  |  |
| *CENPA* | 61.0 | 11.9 | 27.2 | 20.1 | 29.8 | 149.7 | 44.1 | 5.3 |
|  |  |  |  |  |  |  |  |  |
| *H3F3A* | 11879.3 | 3059.0 | 2293.1 | 4462.0 | 3943.9 | 4115.5 | 3470.1 | 3980.9 |
|  |  |  |  |  |  |  |  |  |
| *H3F3B* | 4220.1 | 4987.6 | 2344.6 | 1689.4 | 3041.6 | 2122.0 | 1209.5 | 639.1 |
|  |  |  |  |  |  |  |  |  |
| *H3F3C* | 13.3 | 10.5 | 9.9 | 5.6 | 36.6 | 8.2 | 4.7 | 10.7 |
|  |  |  |  |  |  |  |  |  |

Table S2. Transcript abundance of bovine histone methyltransferases (Mean TPM).

| *LOC534913* | 56.7 | 51.0 | 59.8 | 7.0 | 27.5 | 15.0 | 15.0 | 40.5 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |
| *SMYD1* | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 |
|  |  |  |  |  |  |  |  |  |
| *SMYD2* | 3.1 | 30.5 | 42.9 | 3.6 | 4.4 | 4.2 | 4.3 | 4.2 |
|  |  |  |  |  |  |  |  |  |
| *SMYD3* | 1.4 | 7.2 | 9.0 | 1.1 | 2.2 | 2.2 | 1.0 | 4.0 |
|  |  |  |  |  |  |  |  |  |
| *SUV39H1* | 0.0 | 4.4 | 2.5 | 1.5 | 0.2 | 0.8 | 0.2 | 0.2 |
|  |  |  |  |  |  |  |  |  |
| *SUV39H2* | 12.9 | 61.9 | 129.9 | 5.9 | 3.5 | 1.1 | 0.2 | 2.2 |
|  |  |  |  |  |  |  |  |  |
| *SUV420H1* | 85.8 | 95.9 | 99.3 | 8.4 | 6.7 | 3.2 | 3.1 | 4.0 |
|  |  |  |  |  |  |  |  |  |
| *SUV420H2* | 1.7 | 2.5 | 1.9 | 0.9 | 0.0 | 0.0 | 0.0 | 0.0 |
|  |  |  |  |  |  |  |  |  |

Table S3. Transcript abundance of bovine histone demethylases (Mean TPM).

Table S4. Transcript abundance of bovine histone acetyltransferases (Mean TPM).

|  | **Mature** | **2-Cell** | **4-Cell** | **8-Cell** | **16-Cell** | **32-Cell** | **Compact** | **Blastocyst** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **oocyte** |  |  |  |  |  | **morula** |  |
|  |  |  |  |  |  |  |  |  |
| *CLOCK* | 11.8 | 1.0 | 56.2 | 1.6 | 52.9 | 19.0 | 0.4 | 0.2 |
|  |  |  |  |  |  |  |  |  |
| *CREBBP* | 43.5 | 16.9 | 37.9 | 13.6 | 52.5 | 12.7 | 6.9 | 8.8 |
|  |  |  |  |  |  |  |  |  |
| *ELP3* | 0.3 | 4.0 | 5.9 | 2.4 | 2.1 | 4.8 | 1.8 | 1.7 |
|  |  |  |  |  |  |  |  |  |
| *GTF3C4* | 0.0 | 0.2 | 0.4 | 0.1 | 2.6 | 0.4 | 0.0 | 0.0 |
|  |  |  |  |  |  |  |  |  |
| *HAT1* | 6.7 | 119.3 | 30.8 | 110.8 | 51.2 | 129.8 | 46.5 | 72.7 |
|  |  |  |  |  |  |  |  |  |
| *KAT2A* | 6.8 | 0.3 | 14.2 | 0.9 | 14.0 | 3.6 | 0.7 | 1.0 |
|  |  |  |  |  |  |  |  |  |
| *KAT2B* | 0.5 | 6.8 | 1.8 | 8.8 | 1.2 | 3.6 | 2.8 | 5.1 |
|  |  |  |  |  |  |  |  |  |
| *KAT5* | 0.3 | 3.1 | 16.0 | 5.2 | 34.5 | 8.6 | 4.0 | 2.7 |
|  |  |  |  |  |  |  |  |  |
| *KAT6A* | 3.6 | 0.6 | 5.5 | 0.3 | 8.4 | 2.2 | 0.3 | 0.2 |
|  |  |  |  |  |  |  |  |  |
| *KAT6B* | 14.0 | 1.0 | 25.9 | 0.7 | 22.6 | 1.4 | 3.5 | 1.6 |
|  |  |  |  |  |  |  |  |  |
| *KAT7* | 5.7 | 7.9 | 32.6 | 8.3 | 43.8 | 7.0 | 3.5 | 7.6 |
|  |  |  |  |  |  |  |  |  |
| *KAT8* | 21.4 | 94.2 | 67.7 | 72.9 | 70.4 | 161.4 | 63.2 | 96.1 |
|  |  |  |  |  |  |  |  |  |
| *NAA40* | 0.8 | 3.4 | 3.2 | 10.3 | 3.6 | 6.8 | 7.2 | 5.4 |
|  |  |  |  |  |  |  |  |  |
| *NAA60* | 0.0 | 0.8 | 7.0 | 1.2 | 6.2 | 1.0 | 2.7 | 0.6 |
|  |  |  |  |  |  |  |  |  |
| *NCOA1* | 44.1 | 5.5 | 27.5 | 5.6 | 19.9 | 7.9 | 11.1 | 8.4 |
|  |  |  |  |  |  |  |  |  |
| *NCOA2* | 79.5 | 4.7 | 66.2 | 2.2 | 59.2 | 4.1 | 1.1 | 1.3 |
|  |  |  |  |  |  |  |  |  |
| *NCOA3* | 4.1 | 2.2 | 16.7 | 2.3 | 16.9 | 4.4 | 3.8 | 2.6 |
|  |  |  |  |  |  |  |  |  |
| *TAF1* | 2.0 | 3.1 | 6.7 | 5.3 | 4.3 | 3.2 | 1.3 | 2.1 |
|  |  |  |  |  |  |  |  |  |
| *CDYL* | 32.9 | 31.3 | 36.5 | 5.4 | 3.7 | 3.2 | 3.5 | 1.3 |
|  |  |  |  |  |  |  |  |  |
| *CDYL2* | 0.0 | 0.3 | 0.1 | 0.0 | 0.0 | 0.0 | 0.0 | 0.1 |
|  |  |  |  |  |  |  |  |  |

Table S5. Transcript abundance of bovine histone deacetylases (Mean TPM).

|  | **Mature** | **2-Cell** | **4-Cell** | **8-Cell** | **16-Cell** | **32-Cell** | **Compact** | **Blastocyst** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **oocyte** |  |  |  |  |  | **morula** |  |
|  |  |  |  |  |  |  |  |  |
| *HDAC1* | 71.8 | 185.1 | 88.6 | 95.4 | 100.0 | 161.3 | 112.4 | 123.4 |
|  |  |  |  |  |  |  |  |  |
| *HDAC2* | 3.8 | 33.7 | 23.0 | 30.6 | 60.9 | 15.9 | 9.0 | 27.0 |
|  |  |  |  |  |  |  |  |  |
| *HDAC3* | 82.7 | 8.5 | 38.0 | 4.5 | 16.4 | 11.4 | 5.2 | 6.8 |
|  |  |  |  |  |  |  |  |  |
| *HDAC4* | 0.0 | 0.1 | 0.0 | 0.0 | 0.0 | 0.0 | 0.2 | 0.1 |
|  |  |  |  |  |  |  |  |  |
| *HDAC5* | 0.3 | 6.7 | 0.8 | 9.0 | 1.3 | 13.8 | 4.6 | 6.7 |
|  |  |  |  |  |  |  |  |  |
| *HDAC6* | 0.0 | 8.8 | 2.4 | 4.6 | 3.3 | 18.3 | 11.1 | 5.2 |
|  |  |  |  |  |  |  |  |  |
| *HDAC7* | 1.7 | 2.5 | 7.6 | 0.7 | 16.4 | 1.6 | 1.1 | 0.9 |
|  |  |  |  |  |  |  |  |  |
| *HDAC8* | 61.3 | 66.5 | 25.6 | 22.1 | 17.7 | 64.5 | 47.2 | 32.7 |
|  |  |  |  |  |  |  |  |  |
| *HDAC9* | 7.0 | 0.1 | 5.2 | 0.0 | 3.6 | 0.6 | 0.0 | 0.0 |
|  |  |  |  |  |  |  |  |  |
| *SIRT1* | 7.2 | 29.2 | 17.2 | 11.5 | 15.2 | 5.5 | 6.8 | 8.1 |
|  |  |  |  |  |  |  |  |  |
| *SIRT2* | 0.0 | 0.2 | 0.0 | 0.1 | 1.1 | 1.0 | 2.1 | 0.5 |
|  |  |  |  |  |  |  |  |  |
| *SIRT3* | 54.7 | 3.0 | 32.1 | 1.7 | 19.9 | 2.8 | 3.9 | 0.0 |
|  |  |  |  |  |  |  |  |  |
| *SIRT4* | 0.0 | 1.2 | 0.9 | 3.8 | 0.4 | 2.0 | 0.7 | 0.9 |
|  |  |  |  |  |  |  |  |  |
| *SIRT5* | 5.5 | 4.3 | 5.8 | 2.9 | 19.7 | 3.4 | 9.5 | 2.2 |
|  |  |  |  |  |  |  |  |  |
| *SIRT6* | 0.0 | 0.0 | 0.0 | 0.2 | 0.6 | 0.0 | 1.0 | 0.2 |
|  |  |  |  |  |  |  |  |  |
| *SIRT7* | 0.9 | 4.4 | 0.8 | 2.0 | 1.7 | 5.7 | 6.3 | 2.3 |
|  |  |  |  |  |  |  |  |  |
| *LOC100849030* | 9.0 | 6.0 | 8.1 | 1.6 | 0.2 | 0.0 | 0.0 | 0.2 |
|  |  |  |  |  |  |  |  |  |
| *HDAC10* | 0.5 | 5.5 | 3.1 | 1.4 | 0.1 | 0.3 | 0.1 | 0.3 |
|  |  |  |  |  |  |  |  |  |
| *HDAC11* | 0.9 | 4.7 | 5.9 | 2.2 | 0.0 | 0.0 | 0.0 | 0.0 |
|  |  |  |  |  |  |  |  |  |

Table S6. Transcript abundance of bovine DNA modifiers (Mean TPM).

|  | **Mature** | **2-Cell** | **4-Cell** | **8-Cell** | **16-Cell** | **32-Cell** | **Compact** | **Blastocyst** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **oocyte** |  |  |  |  |  | **morula** |  |
|  |  |  |  |  |  |  |  |  |
| *DNMT1* | 135.3 | 129.3 | 103.0 | 5.6 | 5.6 | 4.9 | 3.6 | 2.3 |
|  |  |  |  |  |  |  |  |  |
| *DNMT3A* | 0.9 | 0.9 | 2.4 | 0.7 | 10.0 | 0.7 | 3.3 | 29.9 |
|  |  |  |  |  |  |  |  |  |
| *DNMT3B* | 5.7 | 18.0 | 35.9 | 5.6 | 1.6 | 0.1 | 0.3 | 6.8 |
|  |  |  |  |  |  |  |  |  |
| *DNMT3L* | 0.0 | 0.0 | 0.0 | 0.0 | 0.1 | 0.0 | 0.0 | 0.0 |
|  |  |  |  |  |  |  |  |  |
| *TET1* | 0.0 | 0.1 | 0.0 | 2.1 | 5.5 | 6.7 | 2.7 | 2.9 |
|  |  |  |  |  |  |  |  |  |
| *TET2* | 0.6 | 2.0 | 2.3 | 0.3 | 0.0 | 0.0 | 0.0 | 0.0 |
|  |  |  |  |  |  |  |  |  |
| *TET3* | 5.3 | 7.5 | 6.0 | 0.6 | 0.0 | 0.0 | 0.0 | 0.2 |
|  |  |  |  |  |  |  |  |  |
| *UHRF1* | 1373.7 | 349.2 | 284.7 | 29.9 | 1.4 | 0.5 | 1.2 | 1.5 |
|  |  |  |  |  |  |  |  |  |

Table S7. Transcript abundance of bovine histone variants and histone/DNA modification proteins from *in vitro* produced embryos (Mean TPM).

Table S8. List of KEGG bovine annotated histone variants and histone/DNA modifying proteins.

**Histone Variants**

H1F0; H1 histone family, member 0

H1FNT; H1 histone family, member N, testis-specific

H1FOO; H1 histone family, member O, oocyte-specific

H1FX; H1 histone family, member X

H2AFJ; H2A histone family, member J

H2AFV; H2A histone family, mmeber V

H2AFX; H2A histone family, member X

H2AFY (macroH2A.1); H2A histone family, member Y

H2AFY2 (macroH2A.2); H2A histone family, member Y2

H2AFZ; H2A histone family, member Z

CENPA; centromere protein A

H3F3A; H3 histone, family 3A

H3F3B; H3 histone, family 3B

H3F3C; H3 histone, family 3C

**Histone methyltransferases**

ASH1L; ASH1 like histone lysine methyltransferase

DOT1L; DOT1 like histone lysine methyltransferase

EHMT2; euchromatic histone lysine methyltransferase 2

EHMT1; euchromatic histone lysine methyltransferase 1

EZH1; enhancer of zeste 1 polycomb repressive complex 2 subunit

EZH2; enhancer of zeste 2 polycomb repressive complex 2 subunit

KMT2A; lysine methyltransferase 2A

KMT2D; lysine methyltransferase 2D

KMT2C; lysine methyltransferase 2C

KMT2B; lysine methyltransferase 2B

KMT2E; lysine methyltransferase 2E

NSD1 (LOC540197); histone-lysine N-methyltransferase, H3 lysine-36 and H4 lysine-20 specific NSD2(WHSC1); nuclear receptor binding SET domain protein 2

NSD3 (WHSC1L1); nuclear receptor binding SET domain protein 3

PRDM2; PR/SET domain 2

PRDM6; PR/SET domain 6

histone-lysine N-methyltransferase PRDM9-like

histone-lysine N-methyltransferase PRDM9-like

PRDM9; PR domain containing 9

probable histone-lysine N-methyltransferase PRDM7 PRDM7; PR domain containing 7 PR domain containing 7-like

PRDM8; PR/SET domain 8

ZNF488; zinc finger protein 488

SETD1B; SET domain containing 1B

SETD1A; SET domain containing 1A

SETD2; SET domain containing 2

SETD3; SET domain containing 3

SETD6; SET domain containing 6

SETD7; SET domain containing lysine methyltransferase 7

KMT5A (SETD8); lysine methyltransferase 5A

SETDB1; SET domain bifurcated 1

SETDB2; SET domain bifurcated 2

LOC534913; mariner-like transposase

SETMAR; SET domain without mariner transposase fusion

SMYD1; SET and MYND domain containing 1

SMYD2; SET and MYND domain containing 2

SMYD3; SET and MYND domain containing 3

SUV39H1; suppressor of variegation 3-9 homolog 1

SUV39H2; suppressor of variegation 3-9 homolog 2

KMT5C (SUV420H2); lysine methyltransferase 5C

KMT5B (SUV420H1); lysine methyltransferase 5B

PRMT1; protein arginine methyltransferase 1

PRMT2; protein arginine methyltransferase 2

PRMT3; protein arginine methyltransferase 3

CARM1; coactivator associated arginine methyltransferase 1 histone-arginine methyltransferase CARM1-like PRMT6; protein arginine methyltransferase 6

PRMT8; protein arginine methyltransferase 8

PRMT5; protein arginine methyltransferase 5

PRMT9; protein arginine methyltransferase 9

PRMT7; protein arginine methyltransferase 7

**Histone demethylases**

KDM1A; lysine demethylase 1A

KDM1B; lysine demethylase 1B

KDM2B; lysine demethylase 2B

KDM2A; lysine demethylase 2A

KDM3A (JMJD1A); lysine demethylase 3A

KDM3B; lysine demethylase 3B

KDM4A; lysine demethylase 4A

KDM4C; lysine demethylase 4C

JMJD2D (LOC617971); lysine-specific demethylase 4D KDM4B; lysine demethylase 4B

JMJD2D (LOC524768); lysine-specific demethylase 4D

KDM5C; lysine demethylase 5C

KDM5A; lysine demethylase 5A

KDM5B; lysine demethylase 5B

KDM6A; lysine demethylase 6A

UTY; lysine-specific demethylase 6A

KDM6B; lysine demethylase 6B

KDM7A; lysine demethylase 7A

KDM8; lysine demethylase 8

JMJD1C; jumonji domain containing 1C

JMJD6; arginine demethylase and lysine hydroxylase JMJD7; jumonji domain containing 7

JARID2; jumonji and AT-rich interaction domain containing 2

PHF2; PHD finger protein 2

PHF8; PHD finger protein 8

HR; HR, lysine demethylase and nuclear receptor corepressor

RIOX1 (C10H14orf169); ribosomal oxygenase 1

RIOX2 (MINA); ribosomal oxygenase 2

**Histone acetyltransferases**

HAT1; histone acetyltransferase 1

KAT2A; lysine acetyltransferase 2A

KAT2B; lysine acetyltransferase 2B

CREBBP; CREB binding protein

TAF1; TATA-box binding protein associated factor 1

KAT5; lysine acetyltransferase 5

KAT8; lysine acetyltransferase 8

KAT7; lysine acetyltransferase 7

KAT6A; lysine acetyltransferase 6A

KAT6B; lysine acetyltransferase 6B

ELP3; elongator acetyltransferase complex subunit 3

GTF3C4; general transcription factor IIIC subunit 4

NCOA1; nuclear receptor coactivator 1

NCOA2; nuclear receptor coactivator 2

NCOA3; nuclear receptor coactivator 3

CLOCK; clock circadian regulator

CDYL2; chromodomain Y-like 2

CDYL; chromodomain Y-like

NAA40; N(alpha)-acetyltransferase 40, NatD catalytic subunit NAA60; N(alpha)-acetyltransferase 60, NatF catalytic subunit

**Histone deacetylases**

HDAC1; histone deacetylase 1

HDAC2; histone deacetylase 2

HDAC3; histone deacetylase 3

LOC10084903; histone deacetylase 3-like

HDAC8; histone deacetylase 8

HDAC4; histone deacetylase 4

HDAC5; histone deacetylase 5

HDAC6; histone deacetylase 6

HDAC7; histone deacetylase 7

HDAC9; histone deacetylase 9

HDAC10; histone deacetylase 10

HDAC11; histone deacetylase 11

SIRT1; sirtuin 1

SIRT2; sirtuin 2

SIRT3; sirtuin 3

SIRT4; sirtuin 4

SIRT5; sirtuin 5

SIRT6; sirtuin 6

SIRT7; sirtuin 7

**DNA modification proteins**

DNMT1; DNA methyltransferase 1

DNMT3A; DNA methyltransferase 3A

DNMT3B; DNA methyltransferase 3B

DNMT3L; DNA methyltransferase 3L

TET1; Tet methylcytosine Dioxygenase 1

TET2; Tet methylcytosine Dioxygenase 2

TET3; Tet methylcytosine Dioxygenase 3

TDG; Thymine DNA glycosylase

How the deposited data were processed for this re-analysis (not part of the article)

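RNA-Seq values of bovine oocytes and embryos developed in vivo were analysed, with 2 samples at each of 8 stages and 16 samples in all. Each sample is a single oocyte or embryo whose RNA was amplified before sequencing. The deposited data hold a signal per locus: the authors trimmed and mapped the reads, counted them on 27393 loci and divided the counts of each sample by a size factor. The paper's text does not name the mapping tool, the genome build or the rule for reads that map to several places. The deposited values are not divided by gene length and do not sum to a common total. In each sample, 100% of the non-zero values were whole multiples of the smallest one, and this step was the inverse of the median-of-ratios size factor computed from the recovered reads. The reads were recovered by dividing the values by the step.

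Between 607672 and 3379426 reads per sample were recovered, with a median of 1347534. The detection floor of 3 reads corresponds to between 0.888 and 4.94 CPM. The threshold of 1 CPM, the number the paper sets in TPM, therefore lies below the floor in most samples. Floors cover counting error only, since amplified molecules were not told apart. Reads were present on 4412 loci in every sample, and 9075 loci had none in any.

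Levels were computed as CPM of the recovered reads and are given as mean ± SD of 2 samples. TPM, the unit of the paper, was not computed because neither the deposited data nor the reference give gene lengths. The 136 genes of the paper's supplementary tables were matched by name, with names and synonyms taken from a gene table of assembly ARS-UCD2.0. By name 118 were found, by synonym 8, and 10 were not found. Where a gene name has several loci, the locus with the highest mean was used. The thresholds for detected, abundant and extremely high levels were 1, 50 and 1000.

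Differences were tested by limma 3.58.1 (R 4.3.3) with empirical Bayes moderation and a trend, on log2 of the deposited value with a pseudocount of 1. Adjustment was by the Benjamini-Hochberg method at 0.05. The planned test was edgeR on counts. Because the deposited values are scaled, limma became the main test after the unit was seen. The planned edgeR test could still be run on the recovered reads, and its results (edgeR 4.0.16) and those of DESeq2 1.42.0 are given as alternatives. Loci were kept by edgeR's filterByExpr on the recovered reads, 9670 for the model of 8 stages and 6910 for the comparison before and after EGA. Before EGA were MII, 2C and 4C samples (6) and after it 8C, 16C, 32C, CM and BL samples (10). The other contrasts were 2C against MII, 8C and BL against 4C, and the stage named in the paper against the mean of the other stages. The labels call the 32-cell samples early morulae.

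Sums by class were compared within samples by permuting signs (65536 sign patterns) and between periods by exact permutation (8008 splits). Both treat single samples as independent, as does the limma comparison before and after EGA. Samples of one stage share more than their period, so these p-values may be too small. One-way F values of single genes were compared with 100000 permutations. These tests ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

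The genes named in the text follow a rule written beforehand. They are every gene that the paper names in its results and tables, listed genes that pass a threshold differently from the paper, and the 3 loci with the largest rise and the 3 with the largest fall in each of 2 comparisons among those past the threshold without overlap between the groups. Canonical histones, genes of the sex chromosomes and the locus taking most reads were added after their values were seen. Departing from that rule, the 50 listed genes that pass a threshold differently are given as counts, and of those only the genes over 1000 CPM and genes the paper names are named.

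The tests were checked on simulated counts with 200 changed loci. For the comparison before and after EGA, limma recovered 94.5% of them among 6921 loci with 6 false calls. For the stage effect it recovered 50% among 8123 loci with 7 false calls, and for 8C against 4C 45% with 6 false calls. The simulation used a dispersion of 0.2 for every locus and no differences between stages other than the planted ones. In the data 4619 of 6910 loci passed before against after EGA, and the simulated spread was not fitted to them. These rates therefore need not hold for the data.

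Alternatives were other scalings (TMM factors, total reads), pseudocounts of 0.5 and 5, no filter, edgeR and DESeq2 on the recovered reads, the replicate number as a block, each replicate left out, the 2 compared stages alone, other summaries of classes and thresholds, and summed loci. The scalings, pseudocounts, summed loci, the block with crossed numbers and the ratio of mean normalized values were chosen after seeing the data, and edgeR with TMM factors was moved from main test to alternative then. Replicate numbers come from the sample labels, and samples with the same number are different oocytes or embryos. The in vitro dataset and the qPCR of the paper were not analysed here.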

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

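The test of Y-linked reads against their X-linked copies, the comparison of 8-cell replicate 2 with the other samples after EGA and the tests of counting error were chosen only after the results had been seen. Samples lying far from the others of their period (6 before and 10 after EGA) were sought in 90 groups of values of named genes and class sums. Of these, 7 held such a sample where chance gives about 4.5, so the pattern as a whole is close to chance.

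H1FOO in 8-cell replicate 2 was far above the other samples after EGA, at 10.65 on log2(deposited value + 1) against 2.02 to 5.14 in the others, with 1400 reads. This embryo kept more transcripts that fall at EGA in general. The 107 loci with at least 100 CPM in both 4-cell embryos and a log2 fall beyond 5 took 3.13% of its reads and 0.138% in 8-cell replicate 1. A mix with a library from before EGA would give nearly the same ratio to the 4-cell mean for every locus. Over the 97 such loci with at least 3 reads, the SD of that log2 ratio was 1.59, or 4.04 times the SD between the 4-cell replicates, with 0.22 expected from counting error. Against the MII and 2-cell means the SD was 2.49 and 1.74, so a uniform mix was not seen. Drawing the reads down to the number of replicate 1 left the share at 3.12%, but drawing reads cannot move a share, so this test could not have come out otherwise. The other samples after EGA, with fewer and with more reads than this one, had at most 0.177%, so the number of reads does not account for it. One candidate explanation is that this embryo was earlier in the clearing of stored transcripts. It cannot be told apart from a difference in handling, and the design gives no time within the stage.

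On log2(deposited value + 1), the scale of the values listed here, H2AFX was low in 2-cell replicate 2 (5.20 against 5.82 to 6.11). It was also low in 16-cell replicate 2 (4.99 against 6.16 to 7.34, 19 reads). In CPM, 2-cell replicate 2 held 29.0, above the MII mean of 26.0, so it lay apart on the authors' scale only. H2AFJ was high in blastocyst replicate 1 (3.72 against 0 to 1.72, 12 reads). MINA was low in blastocyst replicate 2 (1.37 against 4.11 to 6.23, 1 read), where DNMT1 was high (4.20 against 1.49 to 2.94, 11 reads). The reads of each were compared with those of the other replicate of the stage by a binomial test, with p multiplied by the 720 values searched. For H2AFX p was 0.016 in the 2-cell and 2.0e-04 in the 16-cell sample, so counting error alone does not account for them. Across loci, however, the replicates of these stages also differed by more than counting error. The chi-square per degree of freedom was 151 at the 2-cell and 19.6 at the 16-cell stage. The binomial test therefore does not set H2AFX apart from other genes. For H2AFJ and MINA p was 1 and 1, and for DNMT1 0.744, so these 3 cannot be told apart from counting error. No biological explanation was tested, since the design separates no embryos within a stage.

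The summed CPM of demethylases was low in MII replicate 2, at 8.04 on the log2 scale against 9.31 to 9.57 in the other samples before EGA. KDM4A held 289.8 CPM in MII replicate 1 and 49.96 CPM in replicate 2. No technical or biological explanation was tested for this difference.

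Genes of the Y chromosome, of which the paper lists UTY among the demethylases, had reads in some embryos. Without USP9Y, which has single reads in both oocytes, DDX3Y, EIF1AY, EIF2S3Y, UTY, ZFY, ZRSR2Y and SRY together had 58 reads in compact morula replicate 1, 87 in blastocyst replicate 1, 58 in blastocyst replicate 2, and 4, all on DDX3Y, in 2-cell replicate 2. All other samples had 0. XIST had 0 reads in compact morula replicate 1, 74 in replicate 2, and 39 and 41 in the blastocysts. Reads shared with X-linked copies are a candidate explanation. Yet in 13 samples ZRSR2, EIF2S3 and KDM6A had at least 20 reads together and ZRSR2Y, EIF2S3Y and UTY had 0, which is not what shared reads would give. A male embryo is another, which the design did not record, and the reads of XIST beside those of the Y-linked genes in both blastocysts leave open a mixed sample.

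The unnamed locus XLOC_046224 took 27.0% of all reads in 2-cell replicate 2, 20.4% and 7.44% in the 4-cell replicates, and 0.217% in 2-cell replicate 1. It lies outside the genes the paper discusses, and what it is was not determined.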

How the results depend on the processing

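The choice of alternatives was made before the data were examined, apart from the scalings, pseudocounts, summed loci, the crossed block and the ratio of mean normalized values, which were chosen after seeing the data. The planned main test, edgeR with TMM factors, became an alternative after the unit of the values was seen. TPM with another gene length was not run because no lengths were given.

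The number of loci differing before and after EGA was 4619 and stayed between 4280 and 4636 across the 16 fits that each left out one replicate, with the listed genes between 38 and 42. Other scalings, pseudocounts and tools gave 4393 to 4663 loci, and the contrast of stage means in the 8-stage model 6768. Without the filter it was 7075 (3372 higher, 3703 lower). Of 100 splits of the samples, drawn with 3 samples of each replicate number in the smaller group, only the real split gave as many loci (1 of 100). The most in another was 2839. Without overlap between the groups were 1104 loci higher and 971 lower, where chance gives 0.025% if single samples are exchanged. For the 4- and 8-cell stages the figures were 3047 and 3449, where chance gives 33.3%. The splits and the share of 0.025% do not keep the samples of a stage together, so they overstate how rare the real split is.

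With total reads in place of the authors' factors, the median log2 change moved from 0.23 to 0.67 at EGA, from 0.15 to 0.77 for 2C against MII and from 0.20 to 0.50 for BL against 4C. The share of higher loci was 98.2% against 84.7% for 2C against MII, and 58.6% with a pseudocount of 5 and 68.2% with DESeq2. At EGA it was 64.3% against 55.2%.

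The 137 loci that differed between MII and the 2-cell stage depended most on the method. Total reads gave 551, edgeR with TMM factors 44, edgeR with DESeq2's size factors 6 and DESeq2 381. With the 2 compared stages alone 0 passed (988 at an unadjusted p under 0.05). With the 2 compared stages alone the 3560 loci between the 4- and 8-cell stages became 1952. On edgeR with TMM factors, 60.5% of the loci between the 4- and 8-cell stages were higher against 48.1%. Why these numbers differ was not tested. With total reads 5 instead of 9 genes passed in their named stage, without SETD3, NCOA2 and HDAC3 in MII and H2AFZ in 8C. Total reads also moved the median of all loci in MII against the other stages from -0.44 to -1.13.

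The replicate number as a block gave 4579 loci at EGA, 6381 for the stage effect, 109 for 2C against MII and 3515 for 8C against 4C. Same-numbered deviations correlated by -0.0033 on average over 28 pairs of stages, from -0.257 to 0.134, and the samples are different embryos. With the 2-cell numbers crossed, 122 loci differed between MII and 2C.

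Abundant genes fell from 44 to 25 and extremely high genes from 5 to 3 when the mean over all stages had to pass. As a mean per listed gene, the log2 ratio of variants to histone modifiers was 1.14 (total sum -1.77), of histone to DNA modifiers -1.57 (2.34), of variants to DNA modifiers -0.43 (0.57) and of methyltransferases to demethylases -0.21 (0.63). This divides each class by its number of genes, which is the cause. Without the highest gene of each class, the ratio of variants to DNA modifiers was 2.03 and of methyltransferases to demethylases 0.95, both then past the threshold. In the same setting the change at EGA became 1.61 for variants (from -2.52), 0.25 for histone modifiers, no longer past the threshold (from 0.58), -1.62 for DNA modifiers (from 3.37) and 0.0972 for methyltransferases (from -0.40), and the changes of the last 2 classes did not pass the threshold. H1FOO held most of the variant sum before EGA and TET1 most of the DNA modifier sum after it. All these sums are in CPM. With samples scaled to total reads, the median log2 change of all tested loci at EGA was 0.67, above the 0.58 of the histone modifiers.

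Some directions of single genes that had not passed the threshold reversed. SUV39H2 at EGA (main value -0.66) was 0.0889 with edgeR and DESeq2's size factors and 0.0990 with DESeq2. CREBBP at EGA was from -0.716 to 0.0518 across the fits that each left out one replicate. SUV39H2 in 4C was -0.0728 with edgeR and TMM factors, and H3F3B from 4C to BL (main value 0.02) -0.20 with TMM factors in limma and from -0.151 to 0.193 with one replicate left out. The cause of these was not tested. With total reads SETD3 at EGA (main value -0.40) was 0.0700 and CREBBP 0.26, and H3F3B in MII was -0.42 and KDM1A in MII -0.30. These 4 moved in the direction in which that scaling moved the median of all loci. Of 837 comparisons of single genes at EGA, 23 others became weaker and 10 stronger. Of 180 in a named stage, 8 became weaker and 5 stronger, and of 370 stage effects 9 weaker and 6 stronger. Of 170 comparisons of Table 2 genes, 4 values moved. SETDB1 from 4C to 8C (main value 0.49) was -0.30 and 1.28 without 8-cell replicates 1 and 2, and KANSL2 from 4C to BL (main value -0.48) was 0.23 and -1.19 without blastocyst replicates 1 and 2. Within the standard error, SETDB1 from 4C to BL (main value 0.27) was -0.12 without 4-cell replicate 1, and KANSL2 from 4C to 8C (main value 1.43) 0.844 without 8-cell replicate 2.

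Depth limits the low genes. PRMT1, H3F3C, H1F0, H2AFJ and TDG had between 18 and 97 reads each over all samples.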

Differences from the paper's values

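The paper reports 3 histone variants at extremely high levels, and 1 was over 1000 CPM. None of the alternatives set before the data were examined closed the gap. For histone methyltransferases the paper's number is 0 and 2 were found, which became 0 when the mean over all stages had to pass. For demethylases the paper's number is 0 against 1, and for TET genes 0 against 1, with no alternative set before the data were examined closing either. Over all classes the paper's number is 3 against 5, and the mean over all stages gave 3.

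Abundant demethylases numbered 5 in the paper and 8 here, and 6, closer to the paper's number, by the mean over all stages. Abundant acetyltransferases numbered 5 in the paper and 8 here. With every replicate of a stage over the threshold the number was 7, which is closer but still above the paper's. Abundant deacetylases numbered 5 in the paper and 3 here, and 4 without replicate 1. Of the paper's 5, SIRT3 and HDAC8 lie in the run of loci at 0 and could not be counted. HDAC3 reached 18.3 CPM, and SIRT1 passed here only. Abundant DNA methyltransferases numbered 1 in the paper and 2 here. With every replicate over the threshold, with the mean over all stages, and without replicate 1 the number was 1. Abundant TET genes numbered 0 in the paper and 3 here, which no alternative set before the data were examined changed to the paper's number. The paper's levels are in TPM and these in CPM. The highest means differed widely and in both directions. PRDM2 reached 1972 CPM against 1.9 TPM in the paper, TET1 3313 against 6.7, and H3F3A 180 against 11879.3. Whether the unit accounts for such gaps was not tested, because no gene lengths were given. A difference in how reads were counted is not excluded.

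The paper gives a 3.8-fold decrease of H3F3A from MII to 2C, and the ratio of MII to 2C in CPM was 0.511 here, with 0.976 without replicate 2 and 0.363 without replicate 1. On the authors' scale H3F3A was slightly lower in 2C than in MII, by less than the standard error. For H2AFY the paper's p across stages is 0.167 and the p from limma was 4.7e-05. For neither gene did any alternative set before the data were examined remove the difference.

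Some statements of direction or rank also differ. The paper places the highest H2AFZ level at the 8-cell stage, and it was highest at the 32-cell stage in CPM (227 CPM) and in compact morulae on the authors' scale. It describes H3F3A as highest in oocytes and H3F3B as declining, and both were highest in 32-cell embryos in CPM. On the authors' scale H3F3A was highest in blastocysts and H3F3B in 32-cell embryos. It places peaks of EZH2, SETDB1 and SUV39H2 at the 4- or 8-cell stage, and they were highest at the 32-cell, MII and blastocyst stages. It describes PRMT1 and SUV420H1 as high before EGA, and PRMT1 had at most 24 reads in a sample while SUV420H1 is listed at 0, in a run of 2578 consecutive loci that are all at 0. It describes KDM1A as declining after fertilization, and no stage effect was found. The paper's results describe KAT8, HAT1, CLOCK and HDAC1 as steady. At EGA CLOCK fell from 16.9 to 2.00 CPM and the other 3 rose. For HAT1 the paper's discussion instead gives a peak at the 8-cell stage. HAT1 was highest there on the authors' scale and at the 32-cell stage in CPM. It describes KDM1B as stored in oocytes, and its highest mean was that of 8-cell embryos (24.3 CPM). It describes SETD3 as lost after fertilization, and it was highest in blastocysts in CPM but in MII oocytes on the authors' scale. It describes H1F0 and H1FX as not detected, which it defines by a mean TPM of 1. Their highest means were 18.3 and 2.21 CPM, from 87 and 9 reads in all, and H1FX had at most 3 reads in any sample. The paper's results describe HDAC2 as transcribed before EGA, while its discussion relates the changes of HDAC2 to pre-compaction. HDAC2 was highest at the 32-cell stage in CPM and in compact morulae on the authors' scale, which differs from the first statement only. SIRT3, HDAC8 and DNMT3B, which it describes as expressed, are listed at 0, the first 2 in the same run of loci. It names DNMT1 as the most abundant DNA modifier and DNMT3A as the leading one in blastocysts, and TET1 had more reads than either after EGA. It describes TET2 as barely detected in the results and as moderate in the discussion, and it held 112 CPM in 4-cell embryos. It describes TDG as not detected, and it had 9.81 CPM in blastocysts. It states that deacetylases dropped, and the level of HDAC3 did so while the sum of the class rose at EGA. That sum holds no reads of SIRT3, HDAC8 and HDAC10.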

Other observations

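The tests on the 2-cell embryos, the split of the table rows and the search for runs of loci at 0 were chosen only after the values had been seen.

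The supplementary tables and the deposited data. Across the 126 listed genes found, the mean CPM and the paper's mean TPM had a Spearman's rho of 0.576 across genes, which are not independent replicates. By contrast, the log2 changes of Table 2 differed from those in the deposited data by less than their standard errors for all 10 values. For Tables S1 and S6, the stage means of 19 of 19 genes correlated more highly with CPM when read under the headings. For Tables S2 to S5, a test set beforehand asked whether the rows list MII first and then the other stages in alphanumeric order of their abbreviations. Of 94 rows, 56 correlated more highly in that order, 37 under the headings and 1 equally, with a median r of 0.361 against 0.247 under the headings (sign test across genes, p = 0.061), which did not pass the threshold, so the order could not be told from these rows as a whole. When the rows were split, 51 of 71 rows in the first alphabetical run of each table correlated more highly in alphanumeric order, and 5 of 22 later rows without a tie did (Fisher's exact test across genes, p = 9.9e-05). The split was chosen after the values were seen, so that a reordering of columns in part of the tables may explain some of the difference is only a hypothesis. A median r of 0.397 in the first run leaves most of the difference open.

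Genes listed at 0. Of 2 loci named GAPDH, 1 is listed at 0 in every sample and the other had 26 reads in 8 samples. SUV420H1, HDAC8, SIRT3 and DNMT3B, which the paper reports as expressed, are listed at 0 in every sample. If reads matching several places had not been counted, ribosomal protein genes, which have many processed copies, would be at 0 more often. They were so for 4.82% of 83 loci, against 24.3% of 18416 other loci with a symbol (Fisher's exact test, p = 3.9e-06). Genes with many transcripts, as ribosomal protein genes commonly are, would be at 0 less often either way, so the test does not decide. In the order of the locus numbers, 2578 consecutive loci, 1084 of them with a symbol, are all at 0. The next run has 98 loci, and the longest in 1000 shufflings of the loci at 0 had 13. Of 13 listed genes at 0, 7 lie in it (SUV420H1, HDAC8, SIRT3, HDAC10, SUV39H1, PRDM7 and PRDM8), so for these 7 a value of 0 cannot be read as a missing transcript. In a current gene list the genes of the run lie on 31 chromosomes, with at most 20.5% on one, while 99.4% and 98.9% of those among the 500 loci before and after it lie on one chromosome each. A part of the genome build that was not placed on chromosomes and not counted may explain the run, but the paper does not name the build and this was not tested. DNMT3B and the locus of GAPDH lie outside the run, and these cannot be told apart from uncounted shared reads.

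The 2-cell embryos. Replicate 2 correlated more highly with the 4-cell embryos (r of 0.935 and 0.934 across loci) than with 2-cell replicate 1 (0.889). With its reads drawn down to those of replicate 1 the lower difference was 0.0446, and without the 39 loci that were among the 20 with most reads in any MII, 2-cell or 4-cell sample it was 0.0438. Neither depth nor a few loci with many reads therefore accounts for it. A mislabelled sample or an embryo close to its next division could, and neither was tested. For 2-cell replicate 1, r was 0.884 and 0.892 with MII replicates 1 and 2, so it lay about as near to the oocytes as to 2-cell replicate 2.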
